# Dissecting the respective roles of microbiota and host genetics in the susceptibility of *Card9*^−/−^ mice to colitis

**DOI:** 10.1186/s40168-024-01798-w

**Published:** 2024-04-23

**Authors:** C. Danne, B. Lamas, A. Lavelle, M.-L. Michel, G. Da Costa, Hang-Phuong Pham, A. Lefevre, C. Bridonneau, M. Bredon, J. Planchais, M. Straube, P. Emond, P. Langella, H. Sokol

**Keywords:** Gut microbiota, Genetics, Metabolism, CARD9, IL-22, Trp metabolism, AhR ligands, *Lactobacillus*

## Abstract

**Background:**

The etiology of inflammatory bowel disease (IBD) is unclear but involves both genetics and environmental factors, including the gut microbiota. Indeed, exacerbated activation of the gastrointestinal immune system toward the gut microbiota occurs in genetically susceptible hosts and under the influence of the environment. For instance, a majority of IBD susceptibility loci lie within genes involved in immune responses, such as caspase recruitment domain member 9 (*Card9*). However, the relative impacts of genotype versus microbiota on colitis susceptibility in the context of CARD9 deficiency remain unknown.

**Results:**

*Card9* gene directly contributes to recovery from dextran sodium sulfate (DSS)-induced colitis by inducing the colonic expression of the cytokine IL-22 and the antimicrobial peptides *Reg3β* and *Reg3γ* independently of the microbiota. On the other hand, *Card9* is required for regulating the microbiota capacity to produce AhR ligands, which leads to the production of IL-22 in the colon, promoting recovery after colitis. In addition, cross-fostering experiments showed that 5 weeks after weaning, the microbiota transmitted from the nursing mother before weaning had a stronger impact on the tryptophan metabolism of the pups than the pups’ own genotype.

**Conclusions:**

These results show the role of CARD9 and its effector IL-22 in mediating recovery from DSS-induced colitis in both microbiota-independent and microbiota-dependent manners. *Card9* genotype modulates the microbiota metabolic capacity to produce AhR ligands, but this effect can be overridden by the implantation of a WT or “healthy” microbiota before weaning. It highlights the importance of the weaning reaction occurring between the immune system and microbiota for host metabolism and immune functions throughout life. A better understanding of the impact of genetics on microbiota metabolism is key to developing efficient therapeutic strategies for patients suffering from complex inflammatory disorders.

Video Abstract

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40168-024-01798-w.

## Introduction

Inflammatory bowel diseases (IBD), including Crohn’s disease and ulcerative colitis, are characterized by chronic pathological inflammation of the digestive tract. The pathogenesis of IBD remains unclear but involves activation of the gastrointestinal immune system toward the gut microbiota in genetically susceptible hosts and under the influence of the environment [1]. The gut microbiota, composed of bacteria, fungi, and other microorganisms, is fundamental to the health and nutrition of the host [2]. Loss of the fragile equilibrium within this complex ecosystem (termed dysbiosis), which is often characterized by a decreased biodiversity, overgrowth of potentially harmful microorganisms, and disappearance of protective ones, can trigger numerous pathologies, including IBD [3]. Genetic factors are also associated with IBD pathogenesis, and a majority of IBD susceptibility loci lie within genes involved in immune responses, such as caspase recruitment domain member 9 (*Card9*).

*Card9* is highly expressed in myeloid cells, including dendritic cells, macrophages, and neutrophils, and encodes an adaptor protein that integrates signals downstream of pattern recognition receptors. CARD9 is involved in the immune response to fungi, mycobacteria, and bacteria [4, 5]. It acts on several pathways, such as NF-kB and p38/Janus natural kinase, and modulates toll-like receptor signaling, inducing cytokine production and immune cells activation, leading to the elimination of detected microorganisms [4, 6, 7]. In a previous study, we showed that CARD9 mediates recovery from colitis through the production of IL-22, a cytokine with well-known effects on intestinal homeostasis and barrier function [8–10]. *Card9*^−/−^ mice have an enhanced susceptibility to dextran sodium sulfate (DSS)-induced colitis and an increased load of gut-resident fungi. Moreover, we also demonstrated that the transfer of *Card9*^−/−^ mice microbiota to wild-type (WT) germ-free (GF) recipients was sufficient to recapitulate the defective IL-22 activation and the increased colitis susceptibility observed in *Card9*^−/−^ mice [8]. This defect was due to the impaired ability of bacterial microbiota from *Card9*^−/−^ mice to metabolize tryptophan (Trp) into aryl hydrocarbon receptor (AhR) ligands, such as indole derivatives [8]. Indeed, recent data have indicated that Trp catabolites from the microbiota play a role in mucosal immune responses via AhR, which in turn modulates the production of IL-22 [11, 12]. In humans, comparable mechanisms appear to be involved, as we showed that the microbiota of patients with IBD exhibits impaired production of AhR ligands, which correlates with IBD-associated single-nucleotide polymorphisms (SNP) within CARD9 [8]. However, the circular causality concept in which alterations in the microbiota fuel intestinal inflammation that, in turn, worsens microbiota alterations remains to be deeply explored.

Here, we demonstrated that *Card9* modulates the susceptibility to DSS-induced colitis in both microbiota-dependent and microbiota-independent manners. Using GF *Card9*^−*/*−^ mice, we showed that *Card9* promotes the colonic expression of the cytokine IL-22 and the antimicrobial peptides REG3β and REG3γ independently of the microbiota. On the other hand, colonization of GF *Card9*^−*/*−^ mice with a WT microbiota showed that the *Card9* gene is required for shaping the bacterial microbiota composition and regulating its capacity to produce AhR ligands. In addition, cross-fostering experiments showed that the microbiota transmitted from the nursing mother has a stronger impact on Trp metabolism and AhR activity at adult age, than has the pups’ own genotype. These results show the role of CARD9 and its effector IL-22 in mediating recovery from colitis in both microbiota-independent and microbiota-dependent manners and highlight the importance of the weaning reaction occurring between the immune system and microbiota for host metabolism and immune functions throughout life.

## Results

### *Card9* contributes to colitis recovery and controls intestinal immune response independently of the gut microbiota

We previously showed that *Card9*^−/−^ mice microbiota contributes to susceptibility to DSS-induced colitis [8]. However, the specific contributions of the genetic, i.e., the deletion of *Card9*, independently of the microbiota, remains to be explored. We first questioned whether *Card9* gene does contribute to colitis recovery in a gut microbiota-independent manner by exposing GF WT and GF *Card9*^−/−^ mice to DSS. Compared to GF WT mice, recovery was impaired in GF *Card9*^−/−^ mice after DSS-induced colitis, with delayed weight gain, higher disease activity index, and greater histopathologic alterations (Fig. 1A–C). 

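Colon RNA was hybridized to 21 single-color Agilent arrays, with 1 array per sample. At day 7, after 7 days of 2% DSS, 4 arrays are labelled GF *Card9*-/- and 4 are labelled GF WT. At day 0, before DSS, 7 arrays are labelled GF *Card9*-/- and 6 are labelled GF WT. The day 7 arrays are of design 028005, the design that the methods name, and the day 0 arrays are of another design. Each day was therefore analyzed alone, and day 7 was not compared with day 0 within a genotype, because day and array design cannot be told apart. The arrays labelled GF *Card9*-/- replicates 2 and 2.1 at day 7 differed by an SD of 0.852 on the log2 scale over 44643 detected probes. The median of that SD over the other pairs of day 7 arrays with the same label was 0.907, and the 2 arrays were counted as 2 mice.

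The authors deposited the Feature Extraction output of each array, which holds spot intensities on a linear scale and, for each spot, a p-value against its background, and a table of normalized log2 values. The values below start from the processed signal, from which the software had subtracted the background. It was log2-transformed and quantile normalized over the arrays of each day, control spots were removed, spots marked as outliers were left out and the spots of a probe were averaged. A probe was tested when its p-value was under 0.05 in at least 60% of the arrays of at least 1 genotype, which left 44643 of 55681 probes at day 7 and 47410 of 56605 probes at day 0. That p-value is also small for spots dimmer than their background, which were 7.18% to 11.5% of the spots of a day 7 array and 5.29% to 8.48% of those of a day 0 array. Genotypes were compared with limma, as in the methods, with Benjamini-Hochberg adjustment. Between 42.2% and 57.1% of the spots of a day 7 array were well above background by the software's own criterion, with a median of 51.8% in the arrays labelled GF *Card9*-/- and 47.8% in those labelled GF WT. At day 0 this share was 54.5% to 64.9%, with medians of 60.5% and 61.2%. No spot was saturated (0 on every array). The number of arrays limits the precision of all values below.

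*Card9* is the deleted gene and lies on chromosome 2 (positions on the NCBI37 build that the files use). At day 0, probe A_66_P128849 (26208066 to 26208504) had a normalized log2 signal of 8.90 ± 0.20 (SD, n = 7) in the arrays labelled GF *Card9*-/- and 2.32 ± 0.011 (SD, n = 6) in those labelled GF WT. The log2 difference was 6.58 (standard error 0.084, adjusted p = 2.9e-13 from limma). The processed signal was 408 to 565 units in the arrays labelled GF *Card9*-/-, well above background on 7 of 7 arrays. In those labelled GF WT it was 3.70 to 6.85 units and well above background on 0 of 6 arrays. Set against the dimmest probes well above background on the arrays labelled GF WT, the signal was at least 21.5-fold higher in the arrays labelled GF *Card9*-/-. For another day 0 probe, A_66_P135237, it was at least 6.23-fold higher (log2 difference 3.80, adjusted p = 4.1e-07).

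At day 7, probe A_55_P1986722 (NM_001037747, 26208462 to 26208521) had a log2 signal of 8.13 ± 0.29 (SD, n = 4) in the arrays labelled GF *Card9*-/- and 3.76 ± 2.73 (SD, n = 4) in those labelled GF WT. The log2 difference was 4.37 (standard error 1.24, adjusted p = 0.913). Every array labelled GF *Card9*-/- had a higher signal than every array labelled GF WT (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). The array labelled GF WT replicate 1 had a processed signal of 204 units, well above background, and a log2 signal of 7.85, while the other GF WT arrays had log2 signals of 2.38 to 2.41. The other 3 arrays labelled GF WT were not well above background, so the difference of 4.37 rests in part on values near the floor. Without GF WT replicate 1, the log2 difference was 5.90 (adjusted p = 0.0011, in a range of 0.0011 to 1 over the alternatives), and set against the dimmest probes well above background on the remaining arrays, the signal was at least 16.1-fold higher in the arrays labelled GF *Card9*-/-. The signal of the deleted gene was thus higher in the arrays labelled GF *Card9*-/- at both days. Every array is named here by its deposited label, and each direction given for a gene or a gene list is that of the deposited labels.

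**Figure D1:**
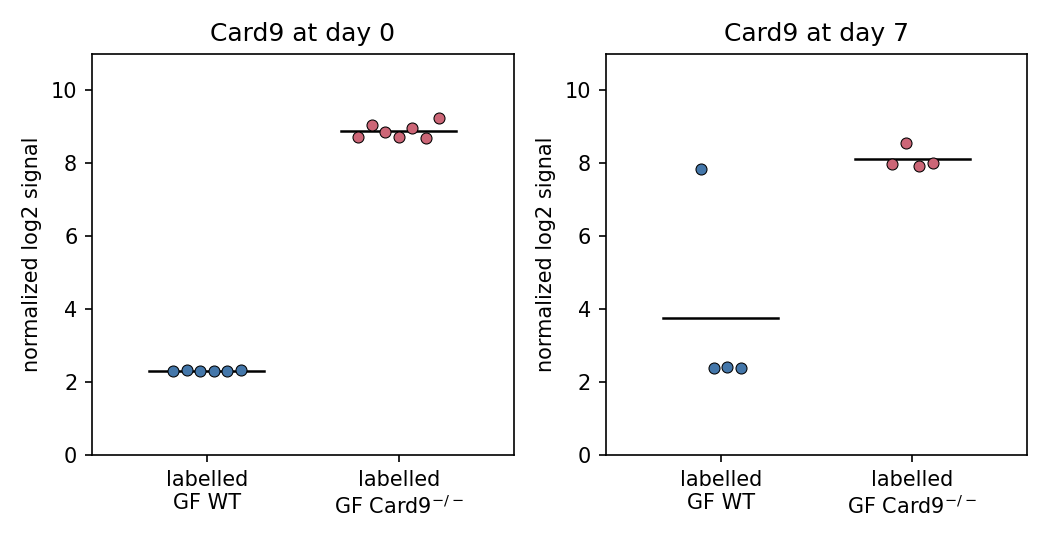
Normalized log2 signal of *Card9* (y axis) in each array by genotype label (x axis), at day 0 (probe A_66_P128849) and at day 7 (probe A_55_P1986722). Each point is 1 array and the line is the mean of the group. At day 0 the 7 arrays labelled GF *Card9*-/- lie above the 6 labelled GF WT, and at day 7 the array labelled GF WT replicate 1, at 7.85, lies near those labelled GF *Card9*-/-.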

To examine the mechanisms responsible for this defect, we compared the colon transcriptomes of GF WT and GF *Card9*^−/−^ during the course of the colitis. 

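At day 7, 0 of 44643 probes differed between the genotype labels in limma at an adjusted p under 0.05, and 0 at an adjusted p under 0.10. The lowest adjusted p was 0.312. At an unadjusted p under 0.05, 1511 probes differed, where chance alone gives 2232. The alternative that moved this count most was an unadjusted p under 0.05 together with a fold change of at least 1.5, which 987 probes passed, 657 higher and 330 lower in the arrays labelled GF *Card9*-/-. The values of the genotypes did not overlap for 949 probes, or 2.13% of those tested, while chance gives 2.86%.

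The gene memberships behind the ontology terms were not at hand, so lists of well-known genes were written for host defense, immune response and inflammatory response. Each gene was represented by its brightest probe. A list was tested with limma's camera (preset inter-gene correlation of 0.01), adjusted over 17 lists. Its score in an array is the mean over its genes of the log2 value minus the gene's mean over the arrays. For the host defense list, the median log2 difference, arrays labelled GF *Card9*-/- minus those labelled GF WT, was 0.35 (39 of 44 genes higher, adjusted p = 2.2e-05). Its score was 0.27 ± 0.33 (SD, n = 4) in the arrays labelled GF *Card9*-/- and −0.27 ± 0.24 (SD, n = 4) in those labelled GF WT. Of the arrays labelled GF *Card9*-/-, 3 scored above every array labelled GF WT (two-sided exact permutation test, p = 0.0571). For the immune response list, the median was 0.20 (42 of 52 genes higher, adjusted p = 0.00028). The scores were 0.12 ± 0.32 and −0.12 ± 0.13 (SD, n = 4 each), and 2 arrays labelled GF *Card9*-/- scored above every array labelled GF WT (exact permutation p = 0.171). For the inflammatory response list, the median was 0.32 (26 of 34 genes higher, adjusted p = 0.0013). The scores were 0.22 ± 0.43 and −0.22 ± 0.16 (SD, n = 4 each), with 3 arrays labelled GF *Card9*-/- above every array labelled GF WT (exact permutation p = 0.114).

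The scores of these 3 lists overlapped between the labels. Of the 12 lists past the threshold with camera's preset correlation, 0 were past it with the correlation estimated from the data and 0 with fry. The exact permutation of the scores could put a list past the threshold only if at least 10 of the 17 lists reached the smallest p that 4 arrays against 4 allow, so its count of 0 is no evidence against a list. The inflammatory response list was also no longer past the threshold without GF *Card9*-/- replicate 6 (median 0.067, adjusted p = 0.094, in a range of 4.5e-07 to 0.299 over the alternatives). With every value below the dimmest probe well above background on its array raised to that level, the medians were 0.29 for host defense, 0.18 for the immune response and 0.10 for the inflammatory response. No member of these lists (0 genes) was itself past the threshold. The medians were above 0 under every alternative tried. These directions are those of the deposited labels, and *Card9* itself was brighter in the arrays labelled GF *Card9*-/-. From its own comparison of these gene classes at day 7, the paper proposes a defective intestinal immune response in GF *Card9*-/- mice. It also gives qPCR of single genes, another assay, as further evidence.

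**Figure D2:**
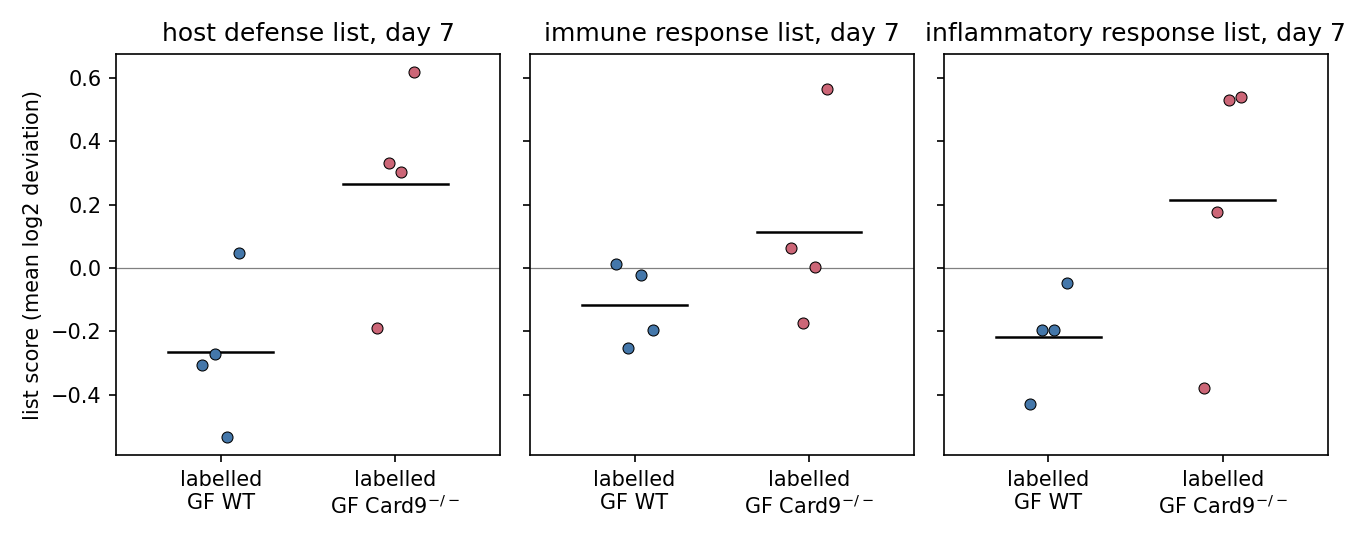
Score of the host defense, immune response and inflammatory response lists (y axis, mean log2 deviation from each gene's mean) in each day 7 array, by genotype label (x axis). Each point is 1 array and the line is the mean of the group. The means are 0.27 and −0.27 for host defense, 0.12 and −0.12 for immune response, and 0.22 and −0.22 for inflammatory response, with overlapping arrays in each panel.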

Compared to GF WT mice, GF *Card9*^−/−^ exhibited a significant downregulation of genes involved in host defense, as well as in immune and inflammatory responses at day 7 (Fig. 1D), supporting a defective intestinal immune response. These results were confirmed by real-time quantitative PCR in colon tissue showing that *Il-22*, *Reg3β*, and *Reg3γ* expression was induced at days 7 and 12 in GF WT mice but not in GF *Card9*^−/−^ mice (Fig. 1E). Moreover, the expression of *Il-1β* and *Tnf-α* was decreased in the colon of GF *Card9*^−/−^ mice compared to GF WT mice at day 7 (Fig. 1F). At day 12, *Tnf-α* expression was significantly higher in GF *Card9*^−/−^ mice compared to GF WT mice, which could reflect the delayed colitis recovery in the absence of *Card9* (Fig. 1F). This defect in *Il-22* expression, a cytokine known to regulate mucosal wound healing [13], associated with the increased expression of the pro-inflammatory cytokines *Il-1β* and *Tnf-α*, may play a role in the higher colitis susceptibility of GF *Card9*^−/−^ mice. These results demonstrate that *Card9* contributes to colitis recovery in a gut microbiota-independent manner by supporting the normal intestinal immune response.

**Fig. 1:**
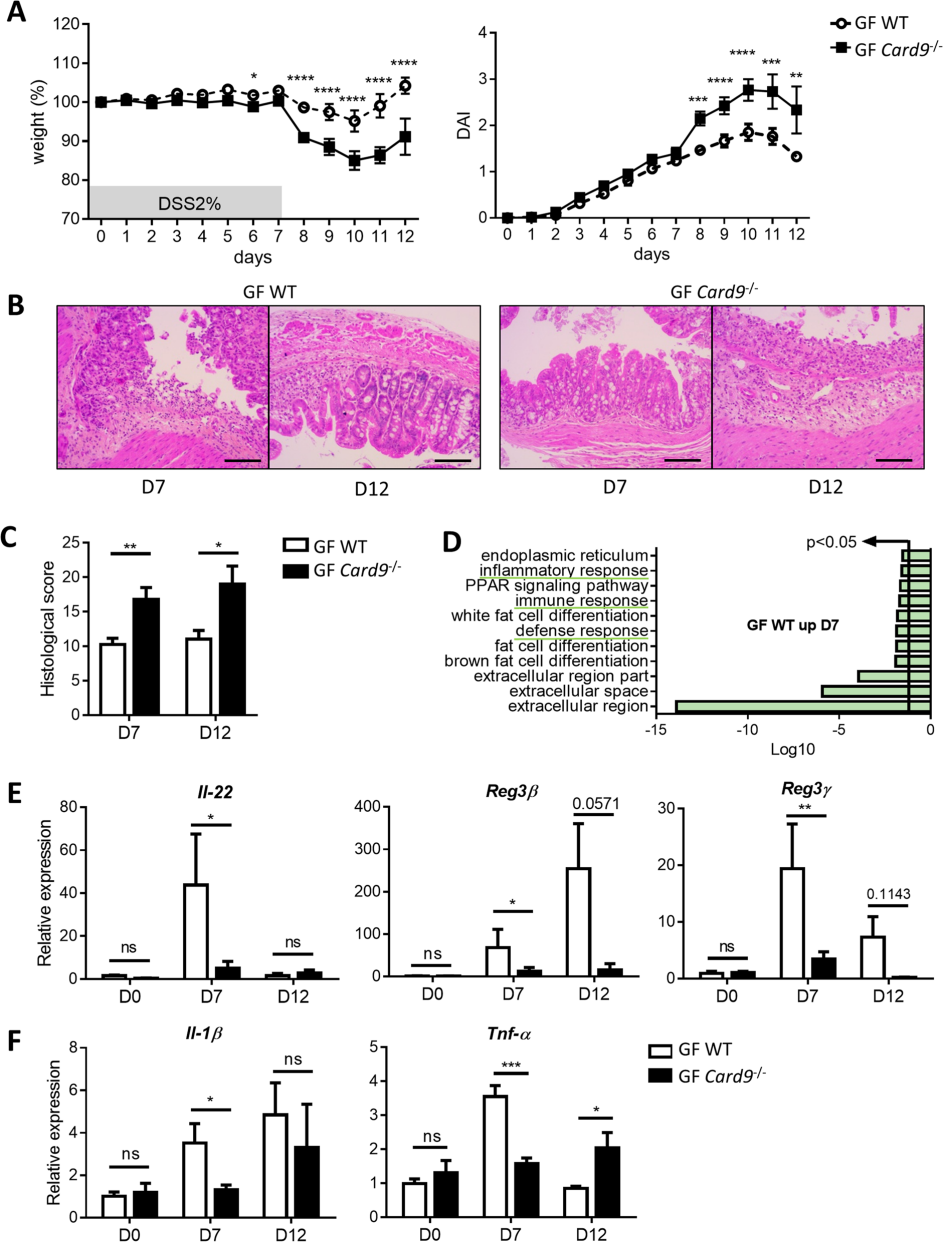
*Card9* contributes to colitis recovery and controls intestinal immune response independently of the gut microbiota. **A** Weight (left) and Disease Activity Index (DAI, right) score of DSS-exposed GF WT and GF *Card9*^−/−^ mice. **B** Representative H&E-stained images of colon cross sections from DSS-exposed GF WT (upper panel) and GF *Card9*^−/−^ (lower panel) mice at day 7 (left) and day 12 (right). Scale bars, 200 μm. **C** Histological score of colon sections at days 7 and 12. One representative experiment out of two. **D** Gene Ontology analysis of microarray data showing downregulation of the expression of genes involved in host defense (GO:0006952), immune response (GO:0006955), and inflammatory response (GO:0006954) (top signature, DAVID annotation) in the colon of GF *Card9*^−/−^ versus GF WT mice at day 7 of colitis. **E** *Il-22*, *Reg3β*, and *Reg3γ* and **F** *Il-1β* and *TNF-α* expression by qRT-PCR in total colon tissue of DSS-exposed GF WT and GF *Card9*.^−/−^ mice at days 0, 7, and 12, normalized to *Gapdh*. Data points represent individual mice. Data are mean ± SEM of two independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, as determined by as determined by two-way analysis of variance (ANOVA) with Sidak’s posttest (**A**, **C**) and Mann–Whitney test (**E**, **F**)

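Fig. 1D also lists fat cell differentiation and PPAR signaling among its terms. On the day 7 arrays, the adipocyte list had a median log2 difference of 0.78, arrays labelled GF *Card9*-/- minus those labelled GF WT (20 of 24 genes higher, adjusted p = 7.8e-06). For the PPAR signaling list it was 0.29 (27 of 42 genes higher, adjusted p = 0.0012), and for the brown adipocyte list 0.33 (5 of 7 genes higher, adjusted p = 0.28). With every value below the dimmest probe well above background on its array raised to that level, the medians were 0.71 for the adipocyte list, 0.21 for PPAR signaling and 0.028 for the brown adipocyte list. Of the adipocyte genes, 22 of 24 were well above background on over 50% of the day 7 arrays. The scores of the adipocyte list overlapped between the labels (two-sided exact permutation test, p = 0.2), with 1 array labelled GF *Card9*-/- above every array labelled GF WT. Without GF *Card9*-/- replicate 2.1 the median of the adipocyte list was 0.47, and that of the PPAR signaling list was 0.18 and no longer past the threshold.

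The T cell list (median 0.73, 10 of 10 genes higher) and the IL-22 targets list (0.34, 15 of 16 genes) were also past the threshold. So were the goblet cell list (0.31, 7 of 8 genes), the colonocyte list (0.30, 12 of 12 genes) and the neutrophil list (0.17, 12 of 13 genes). For the neutrophil list, 4 of 4 arrays labelled GF *Card9*-/- scored above every array labelled GF WT, 0.26 ± 0.28 against −0.26 ± 0.17 (SD, n = 4 each, exact permutation p = 0.0286, the smallest possible, 0.299 after adjustment). The cell cycle list was lower in the arrays labelled GF *Card9*-/- (median −0.49, 2 of 12 genes higher). The pancreas list had a median of 5.22, with 8 of 8 genes higher (4.17 with dim values raised as above), and this value rests on the arrays labelled GF *Card9*-/- replicates 2.1 and 6, in which 7 and 8 of the 8 genes were at least 8-fold over the other arrays of that label. The mesothelium list (0.45), the B and plasma cell list (0.42), the macrophage list (0.052) and the smooth muscle list (−0.38) were not past the threshold. Leaving out single arrays changed the sign of each of these medians. In the same order they ran from −0.049 to 0.96, −0.12 to 1.04, −0.11 to 0.34 and −0.77 to 0.014. With dim values raised, the median was 0.20 for IL-22 targets, 0.079 for the neutrophil list, 0.23 for the mesothelium list and −0.53 for the cell cycle list, and unchanged for the T cell, goblet cell, colonocyte, B and plasma cell, macrophage and smooth muscle lists.

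Single arrays carried part of these values. Besides the PPAR signaling list, the colonocyte list was not past the threshold without GF *Card9*-/- replicate 2.1 (median 0.26), nor was the cell cycle list without GF WT replicate 6 (−0.35). The median of the cell cycle list was −0.18 without GF WT replicate 4 and −0.76 without GF WT replicate 5. Without GF WT replicate 5 the medians were also 0.19 for IL-22 targets, 0.19 for goblet cells, 0.17 for colonocytes, 0.40 for neutrophils and 0.38 for the immune response. Without GF *Card9*-/- replicate 6 they were 0.36 for T cells, 0.21 for IL-22 targets, 0.093 for neutrophils, 0.12 for the immune response and 3.07 for the pancreas. The neutrophil median was 0.080 without GF WT replicate 4 and 0.38 without GF *Card9*-/- replicate 2.1. The smooth muscle list was past the threshold without GF WT replicate 1, GF *Card9*-/- replicate 4 or GF *Card9*-/- replicate 6, the B and plasma cell list without GF WT replicate 1 or 5 or GF *Card9*-/- replicate 2.1 or 4, and the macrophage list without GF WT replicate 5.

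Among 7 Reactome sets, adjusted as a family of their own, cytokine signaling in the immune system was past the threshold. Its median was 0.11 (0.089 with dim values raised), with 162 of 251 genes higher in the arrays labelled GF *Card9*-/- (adjusted p = 0.0019). It was past the threshold with the correlation estimated from the data (adjusted p = 0.026) but not with fry (adjusted p = 0.0502). Each array labelled GF *Card9*-/- scored above every array labelled GF WT (exact permutation p = 0.0286, 0.1 after adjustment). For 7 sets, at least 5 would have to reach that p for the exact permutation to pass the threshold after adjustment. Not past the threshold were the sets for the immune system (median 0.047), innate immunity (0.034, with 4 of 4 arrays labelled GF *Card9*-/- above every array labelled GF WT, exact permutation p = 0.0286, 0.1 after adjustment), adaptive immunity (0.038), the complement cascade (0.14, and 0.043 with dim values raised) and transcriptional regulation of adipocyte differentiation (−0.047). The set for extracellular matrix organization was not past it either, and its median (−0.013) and mean (0.13) differed in sign.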

### Adult *Card9*^−/−^ mice susceptibility to colitis is not overridden by colonization with a WT microbiota

To compare the impact of *Card9* deletion and the gut microbiota on colitis susceptibility, we colonized adult GF *Card9*^−/−^ or GF WT mice with the microbiota of WT mice (WT ➔ GF *Card9*^−/−^ and WT ➔ GF WT) and exposed them to DSS (Fig. 2A). In parallel, GF WT and GF *Card9*^−/−^ mice colonized with the microbiota of *Card9*^−/−^ mice (*Card9*^−/−^ ➔ GF WT and *Card9*^−/−^ ➔ GF *Card9*^−/−^) were used as controls (Fig. 2A). In accordance with our previous work, *Card9*^−/−^ ➔ GF WT exhibited higher susceptibility to DSS-induced colitis than WT ➔ GF WT, with impaired recovery (Fig. 2B and Supp. Figure 2A). The increased susceptibility to colitis observed in conventional *Card9*^−/−^ mice, as evidenced by higher weight loss and greater histopathologic alterations [8, 14], was observed in *Card9*^−/−^ mice whatever the microbiota (WT ➔ GF *Card9*^−/−^ and *Card9*^−/−^ ➔ GF *Card9*^−/−^; Fig. 2B − D, Supp. Figure 2A). This result suggests that a WT microbiota is not sufficient to protect adult mice from the increased susceptibility to colitis induced by a *Card9* genetic defect. We previously showed that colon tissues and mesenteric lymph nodes (MLN) of conventional *Card9*^−/−^ mice had reduced levels of IL-22, IL-17A, and IL-6 compared to WT mice as well as decreased colonic expression of *Reg3β* and *Reg3γ* after administration of DSS [8, 14]. Similarly, colonic expression of *Il-22*, *Reg3β*, and *Reg3γ* was decreased in both WT ➔ GF *Card9*^−/−^ and *Card9*^−/−^ ➔ GF *Card9*^−/−^ mice compared to WT ➔ GF WT (Supp. Figure 2B), while no difference was observed between *Card9*^−/−^ ➔ GF *Card9*^−/−^ and WT ➔ GF *Card9*^−/−^ mice (Fig. 2E). We also found similar amounts of IL-22, IL-17A, IL-6, and IL-10 in the colon (Fig. 2F) and MLN (Fig. 2G) of WT ➔ GF *Card9*^−/−^ and *Card9*^−/−^ ➔ GF *Card9*^−/−^ mice, suggesting that the genetic effect of *Card9* deletion on intestinal immune response persists in the presence of a WT microbiota. Altogether, these results demonstrate that colonization with a WT microbiota is not sufficient to rescue the increased colitis susceptibility of *Card9*^−/−^ mice, highlighting that *Card9* gene deletion intrinsically contributes to the exacerbated intestinal inflammation by altering intestinal expression and/or production of pro-inflammatory cytokines and antimicrobial peptides.

**Fig. 2:**
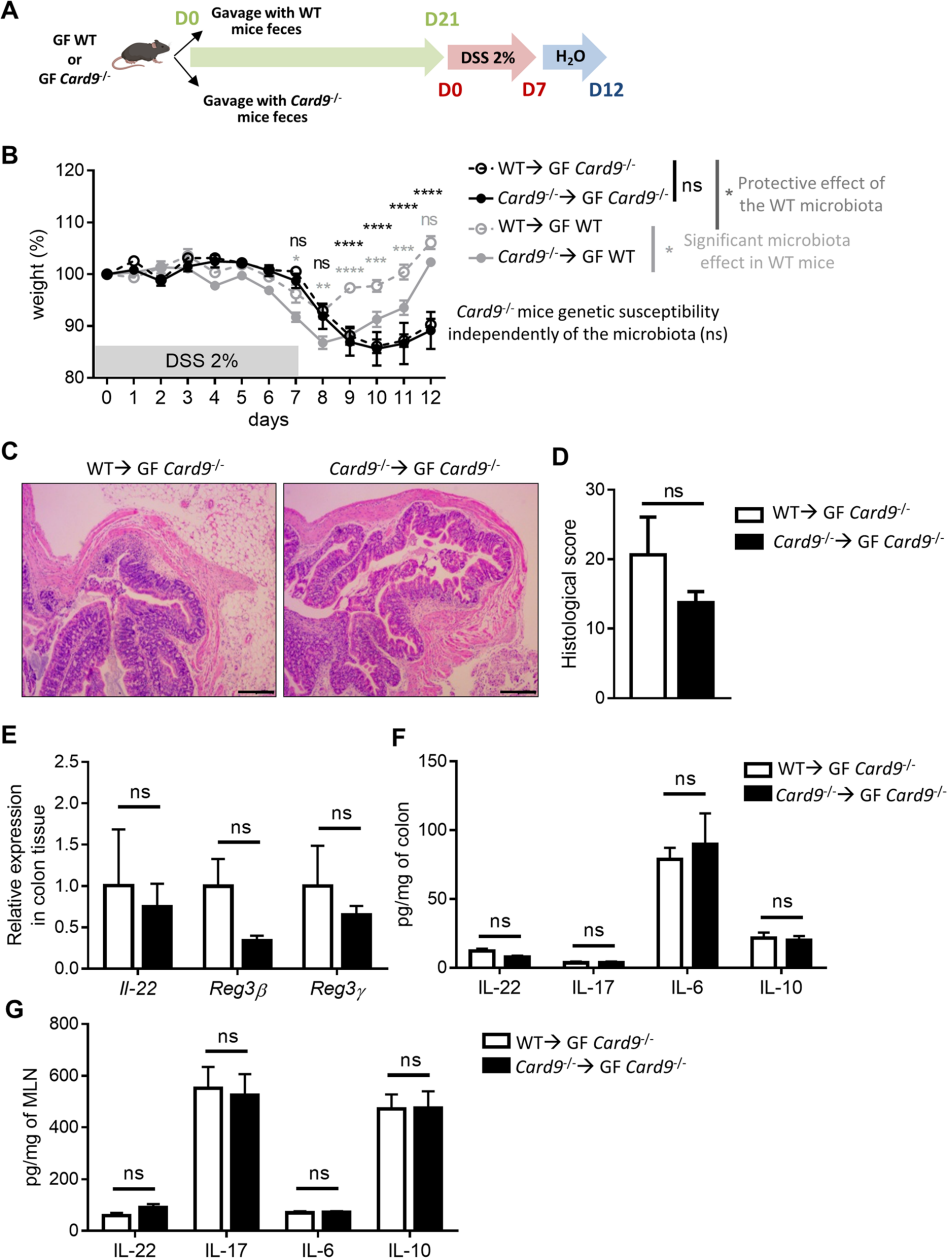
*Card9*^−/−^ mice susceptibility to colitis is not overridden by colonization with a WT microbiota. **A** Schematic representation of the DSS-induced colitis experiment preceded by 3 weeks of oral administration (gavage) of GF WT and GF *Card9*^−/−^ mice with the microbiota of WT mice (WT ➔ GF WT and *Card9*^−/−^ ➔ GF WT) or *Card9*^−/−^ mice (WT ➔ GF *Card9*^−/−^ and *Card9*^−/−^ ➔ GF *Card9*^−/−^). DSS 2% in drinking water for 7 days and then water for 5 days. **B** Weight of DSS-exposed GF *Card9*^−/−^ or GF WT mice colonized with the microbiota of WT mice (WT ➔ GF *Card9*^−/−^ and WT ➔ GF WT) or *Card9*^−/−^ mice (*Card9*^−/−^ ➔ GF WT and *Card9*^−/−^ ➔ GF *Card9*^−/−^). **C** Representative H&E-stained images of colon cross sections from DSS-exposed GF *Card9*^−/−^ colonized with the microbiota of WT mice (WT ➔ GF *Card9*^−/−^, left) or *Card9*^−/−^ mice (*Card9*^−/−^ ➔ GF *Card9*^−/−^, right) at day 12. Scale bars, 500 μm. **D** Histological score of colon sections at day 12. **E** *Il-22*, *Reg3β*, and *Reg3γ* expression by qRT-PCR in total colon tissue at day 12, normalized to *Gapdh*. IL-17, IL-6, IL-10, and IL-22 concentration measured by ELISA in total colon tissue (**F**) or mesenteric lymph nodes (MLN, **G**) of WT ➔ GF *Card9*^−/−^ and *Card9*^−/−^ ➔ GF *Card9*^−/^.^−^ mice at day 12. Data points represent individual mice. Data are mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, as determined by two-way analysis of variance (ANOVA) with Sidak’s posttest (**B**) and Mann–Whitney test (**D**, **E**, **F**, **G**)

### WT microbiota shaped by *Card9* gene deletion exhibits altered composition and AhR activity

The defect in the intestinal immune response induced by *Card9* gene deletion raises the question of *Card9*^−/−^ microbiota’s contribution to the hypersusceptibility of WT ➔ GF *Card9*^−/−^ mice to colitis. We explored the bacterial composition of GF WT and *Card9*^−/−^ mice colonized with a WT microbiota for 3 weeks. Beta-diversity analysis revealed major differences between the microbiota of WT ➔ GF WT and WT ➔ GF *Card9*^−/−^ mice throughout the experiment. The differences were already present at day 7 after microbiota colonization but increased at day 21 (Fig. 3B). Pairwise distance and richness measurement (observed ASVs) confirmed the increased shift of microbiota composition between WT ➔ GF WT and WT ➔ GF *Card9*^−/−^ mice at day 21 compared to day 7 (Fig. 3A and C). Using the linear discriminant analysis effect size (LEfSe) pipeline to compare the microbiota of WT ➔ GF WT and WT ➔ GF *Card9*^−/−^ mice, we detected twice as many differentially represented taxa at day 21 (*n* = 41) than at day 7 (*n* = 22) post-colonization (Supp. Figure 3A and B). As the colonic expression of *Il-22* and its target genes *Reg3γ* and *Reg3β* were decreased in WT ➔ GF *Card9*^−/−^ mice compared to WT ➔ GF WT, we reasoned that it might be related to an impaired ability of the microbiota to activate AhR and downstream IL-22 production. Using an AhR reporter system, we found that feces from WT ➔ GF *Card9*^−/−^ mice were defective in their ability to activate AhR as rapidly as 6 days after colonization, similar to feces from *Card9*^−/−^ ➔ GF WT and *Card9*^−/−^ ➔ GF *Card9*^−/−^ mice (Fig. 3D and Supp. Figure 3C). These results suggest that *Card9* gene deletion contributes to the colitis susceptibility of the mice by both impairing the intestinal immune response and altering the gut microbiota composition and capacity to produce AhR ligands.

**Fig. 3:**
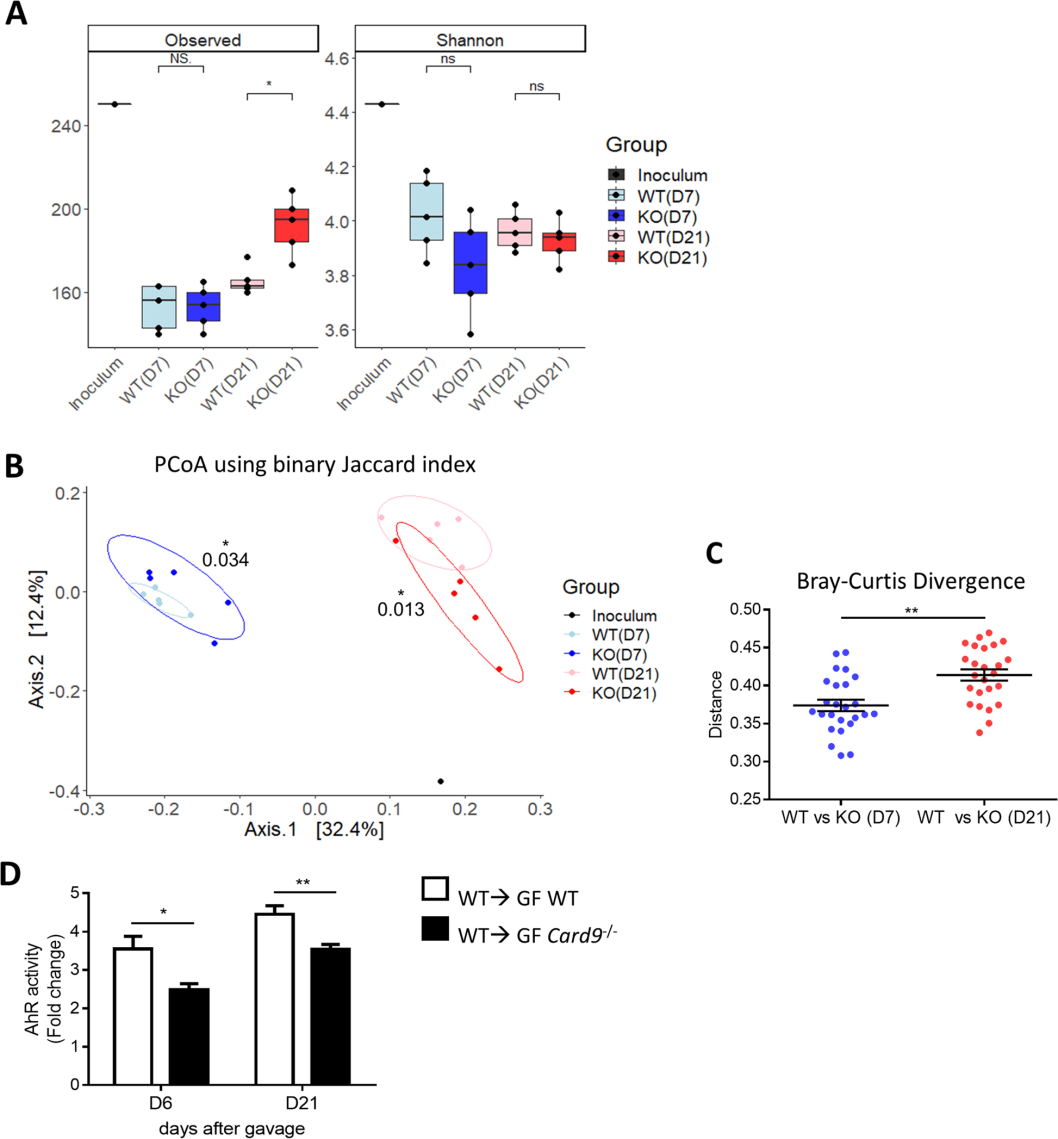
WT microbiota shaped by *Card9* gene deletion exhibits altered composition and AhR activity. **A** Alpha-diversity analysis (left panel: observed ASVs, right panel: Shannon index) of the WT inoculum and the fecal microbiota of WT ➔ GF WT and WT ➔ GF *Card9*^−/−^ mice at day 7 and 21. **B** Beta-diversity analysis (PCoA) using Jaccard index (binary) and PERMANOVA. **C** Pairwise distance (Bray–Curtis divergence) of the fecal microbiota of WT ➔ GF WT and WT ➔ GF *Card9*^−/−^ mice at day 7 versus 21. **D** AhR activity (shown as “fold change”) measured in feces of WT ➔ GF WT and WT ➔ GF *Card9*^−/^.^−^ mice at days 6 and 21 after colonization. Data are mean ± SEM. *P < 0.05 and **P < 0.01, as determined by Wilcoxon test of pairwise (**C**) and unpaired *t*-test (**D**)

### *Card9* regulates *Lactobacillus* strains capacity to produce AhR ligands

To investigate further how *Card9* gene deletion modulates the microbiota capacity to produce AhR ligands, we colonized GF WT and GF *Card9*^−/−^ mice with the following five intestinal bacterial strains from the Proteobacteria, Bacteroidetes, and Firmicutes phyla: *Escherichia coli* MG1655 and *Bacteroides thetaiotaomicron* VPI-5482 that do not produce AhR ligands and three *Lactobacillus* strains known to produce AhR ligands, *Lactobacillus murinus* CNCM I-5020, *Lactobacillus reuteri* CNCM I-5022, and *Lactobacillus taiwanensis* CNCM I-5019 [8] (Fig. 4A). All the microorganisms rapidly and steadily colonized the intestine of GF WT and GF *Card9*^−/−^ mice (Fig. 4B–C). However, the level of the *B. thetaiotaomicron* was lower in GF *Card9*^−/−^ compared to WT mice from the third week of colonization, suggesting some effect of the genotype on the intestinal microorganisms (Fig. 4B). Among the *Lactobacillus* strains, the level of *L. murinus* was higher than the other *Lactobacillus* strains in both genotype groups (Supp Fig. 4A). Although the *Lactobacillus* levels were not different between the groups (Fig. 4C), the capacity of the microbiota to activate AhR was decreased in GF *Card9*^−/−^ mice starting at day 11 (Fig. 4D), suggesting that CARD9 can affect the microbiota functions even without noticeable changes in the abundance of AhR agonists-producing bacteria. AhR ligands produced by the gut microbiota are known to promote IL-22 production by several intestinal immune cells, including innate lymphoid cells (ILC), T helper 17 (Th17) and Th22 cells, γδ T cells, and lymphoid tissue inducer (LTi) cells [15]. Before any microbiological contact (day 0), immune cells from the colon *lamina propria* of GF WT and GF *Card9*^−/−^ mice produced similar amounts of IL-22 and IL-17 (Fig. 4E and Supp. Figure 4B and C). Following three weeks of colonization with the five intestinal bacterial strains (day 24), we observed that IL-22 production by Th22 (CD4^+^ αβ T cells) and NKp46^+^ ILCs was decreased in the colon *lamina propria* of GF *Card9*^−/−^ mice, as compared to GF WT mice (Fig. 4E). In contrast, no difference was observed regarding IL-17 production (Supp. Figure 4C). These data indicate that *Card9* gene deletion, without altering the population levels of *Lactobacillus*, impaired their capacity to produce AhR ligands, which induces a decreased production of IL-22 by T cells and ILCs in the colon.

**Fig. 4:**
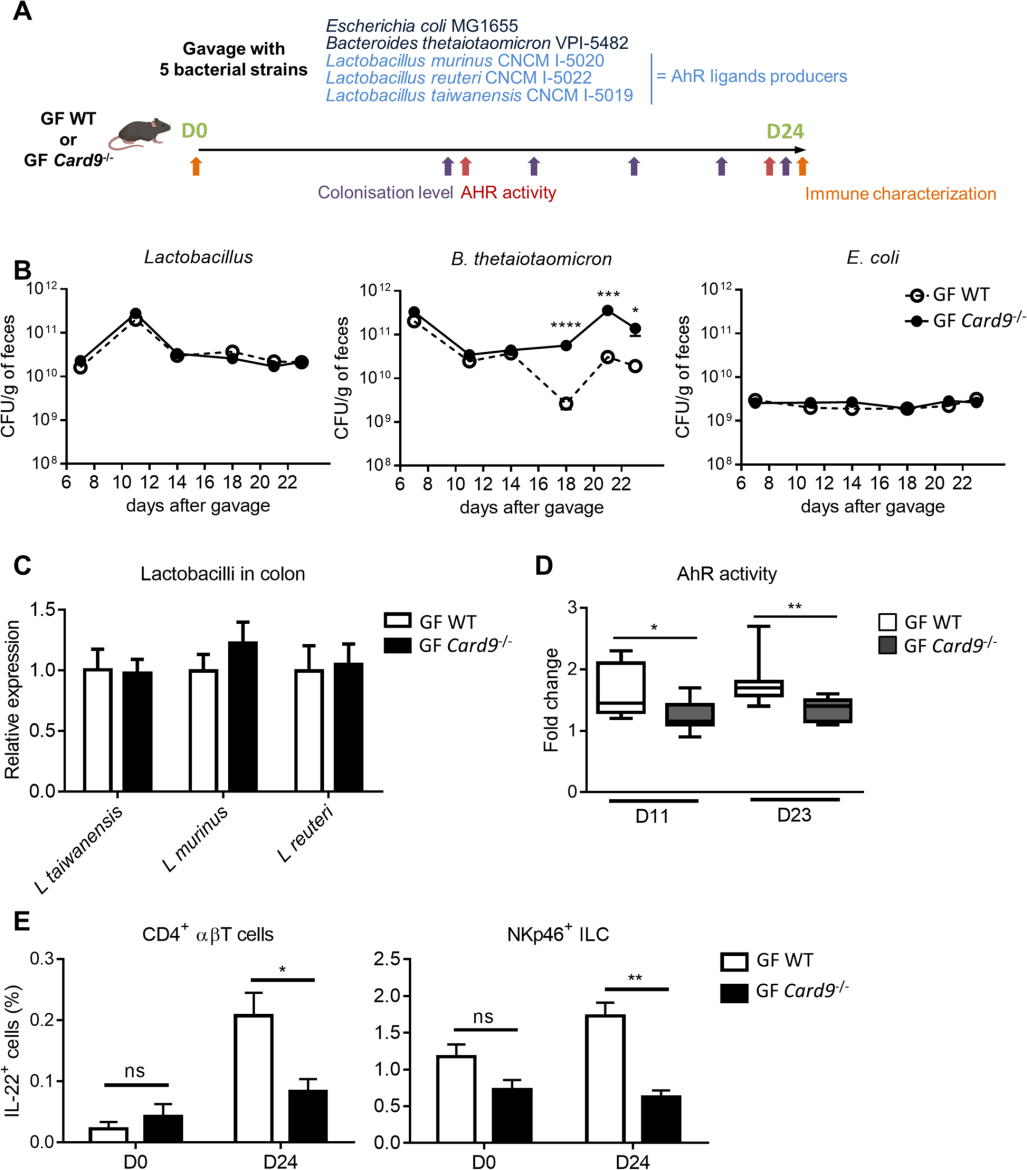
*Card9* regulates *Lactobacillus* strains capacity to produce AhR ligands. **A** Schematic representation of the gavage of GF WT or *Card9*^−/−^ mice five different bacterial strains and analyses performed. **B** Concentration of bacterial strains in feces reported as CFU/g of feces of GF WT and GF *Card9*^−/−^ mice after gavage with three *Lactobacillus* strains known to produce AhR ligands, *L.* *murinus* CNCM I-5020, *L.* *reuteri* CNCM I-5022, and *L.* *taiwanensis* CNCM I-5019 (left panel), *Bacteroides* *thetaiotaomicron* VPI-5482 (middle panel), or *Escherichia* *coli* MG1655 (right panel). **C** qRT-PCR detection of each of the three gavaged *Lactobacillus* strains (*L.* *murinus* CNCM I-5020, *L.* *reuteri* CNCM I-5022, and *L.* *taiwanensis* CNCM I-5019) in colon of GF WT and GF *Card9*^−/−^ mice. **D** Induction of AhR activity (shown as “fold change”) induced by *Lactobacillus* strains colonization in GF WT and GF *Card9*^−/−^ mice at days 11 and 23 after gavage. **E** Percentage of IL-22^+^ cells among CD4^+^ αβ T cells (left) and NKp46^+^ ILCs in the colon *lamina* *propria* of GF WT and GF *Card9*^−/−^ mice, at days 0 and 24 after gavage with the three *Lactobacillus* strains. Data points represent individual mice. Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, as determined by Mann–Whitney test

### Inherited microbiota controls Trp metabolism independently of host genotype

To better understand the impact of *Card9* deletion on microbiota metabolism, and particularly its ability to produce AhR ligands, we next investigated which of genetics or microbiota transmitted from the nursing mother was the most determinant for microbiota composition and metabolism in offspring. We performed a cross-fostering experiment with conventional WT and *Card9*^−*/*−^ mice. Half of the litters were switched to a nursing mother of different genotypes, leaving half of each original litter with their birth mother (WT mothers with half WT (m WT ➔ p WT) and half *Card9*^−*/*−^ pups (m WT ➔ p *Card9*^−*/*−^); *Card9*^−*/*−^ mothers with half WT (m *Card9*^−*/*−^ ➔ p WT) and half *Card9*^−*/*−^ pups (m *Card9*^−*/*−^ ➔ p *Card9*^−*/*−^)) (Fig. 5A). Pups were weaned at week 4 and kept in separate cages according to their genotype and nursing mother until week 9. Principal component analysis of the 16 s sequencing of fecal microbiota of mothers and pups at week 9 revealed that the pup’s microbiota better separate according to the genotype of their nursing mother (i.e., their inherited microbiota) rather than to their own genotype (Fig. 5B). To evaluate the respective impact of inherited genetics and microbiota on tryptophan metabolism, we performed targeted metabolomics focusing on Trp metabolites in the feces and serum of the offspring at 9 weeks of age. Principal component analysis showed that metabolites composition of the feces and serum of the pups was best separated based on their nursing mother genotype rather than on their own genotype, revealing that the microbiota received before weaning from their nursing mother is more determinant than their own genotype (Fig. 5C). Indeed, the concentration of Trp and indole derivatives (SUM indoles, major AhR agonists produced by the gut microbiota) were significantly decreased in the feces and serum of pups raised by *Card9*^−*/*−^ mothers (m *Card9*^−*/*−^ ➔ p WT and m *Card9*^−*/*−^ ➔ p *Card9*^−*/*−^) compared to those raised by WT mothers (m WT ➔ p WT and m WT ➔ p *Card9*^*−/*^) 5 weeks after weaning, independently of the pups genotype (Fig. 5D–E and Supp Fig. 5A). In contrast, no difference in metabolite concentrations could significantly be explained by the pups’ genotype (Fig. 5D–E and Supp Fig. 5A). The two other Trp metabolism pathways, IDO and serotonin (5HT), were not more significantly impacted by the nursing mother genotype than by the pups’ ones (Supp Fig. 5B–C). These results highlight that the microbiota inherited from the mother has a higher impact on Trp metabolism than the pups’ own genotype, even 5 weeks after weaning. Accordingly, AhR activity of the caecum content was reduced in mice that inherited an altered microbiota (m *Card9*^–*/*–^) compared to those that received a normal one (m WT) (Fig. 5F). Altogether, these results show that *Card9* deletion affects microbiota composition and metabolism and especially its capacity to produce AhR ligands, but this can be partially overcome by the implantation of a WT microbiota before the weaning period.

**Fig. 5:**
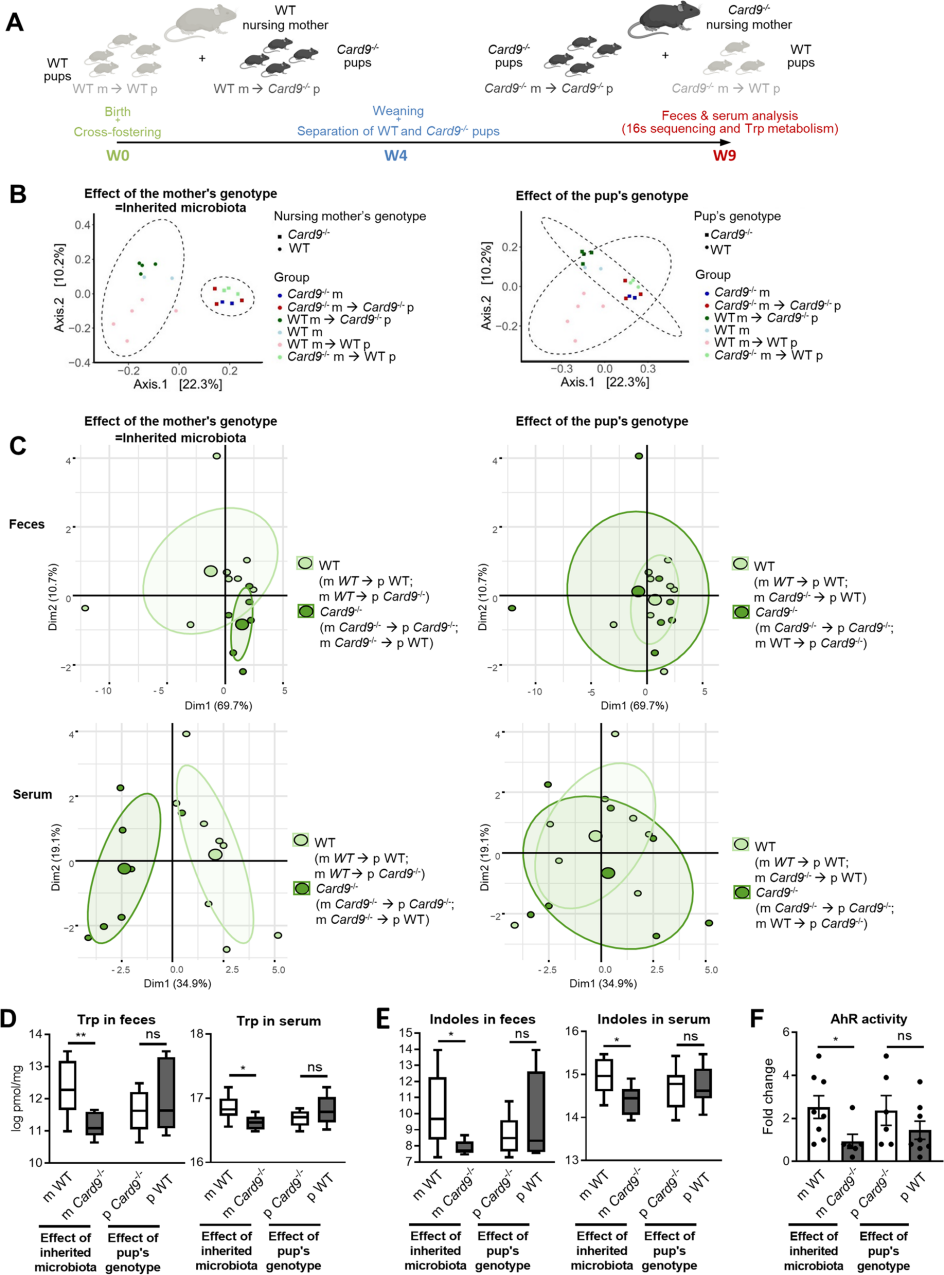
Inherited *Card9*^−/−^ microbiota controls Trp metabolism independently of the host genotype. **A** Schematic representation of the cross-fostering experiment with conventional WT and *Card9*^−*/*−^ mice showing the adoption of half of the offspring by a nursing mother of different phenotypes, leaving half of each original litter with their birth mother (WT mothers with half WT and half *Card9*^−*/*−^ pups; *Card9*^−*/*−^ mothers with half WT and half *Card9*^−*/*−^ pups). Pups were weaned at week 4 and kept in separate cages according to their genotype and nursing mother until week 9, when targeted metabolomics focused on Trp metabolism on feces and serum of the pups was performed, i.e., 5 weeks after weaning. **B** Beta-diversity analysis (PCoA) of the fecal microbiota of mothers and pups, separated according to the nursing mothers genotype (left) or the pups genotype (right), at week 9 of age, i.e., 5 weeks after weaning, using Jaccard index (binary) and PERMANOVA (based on 16 s sequencing). **C** Principal coordinates analysis showing metabolites composition of the feces (upper panel) and serum (lower panel) of the pups, separated according to the nursing mothers genotype (left) or the pups genotype (right), at week 9 of age. **D** Trp or **E** indoles concentration measured in feces (top) or serum (bottom) of the pups separated according to either the microbiota inherited from the nursing mother genotype (left) or the pups genotype (right) at week 9 of age. **F** Correlation between AhR activity induction (shown as fold change) and functionality of *Card9* gene (in the nursing mother genotype and/or the pups genotype) at week 9 of age. Significance was determined by using Spearman linear. Data points represent individual mice. *P < 0.05, **P < 0.01, as determined by Mann–Whitney test. Trp, tryptophan

## Discussion

The gut microbiota is a key player in mammalian physiology, and its composition is influenced by genetics, environment, and diet [1, 2]. Any change in these factors can predispose the host to metabolic or inflammatory disorders, including obesity and IBD [1, 2]. However, it is still unclear whether dysbiosis is a cause or a consequence of these complex diseases, and it remains difficult to dissociate direct genetic effects from indirect effects through the gut microbiota. Recently, we demonstrated that the transfer of *Card9*^–/–^ mice microbiota to GF WT recipient mice was sufficient to recapitulate the defective IL-22 activation and increased colitis susceptibility observed in *Card9*^–/–^ mice [8]. This defect, which was also observed in IBD patients with IBD-associated CARD9 SNP, is partly due to the impaired ability of the *Card9*^–/–^ microbiota to metabolize Trp into AhR ligands, such as indole derivatives [8]. Indole derivatives, by activating AhR, regulate local IL-22 production and contribute to maintaining the fragile equilibrium between host cells and microbiota [9, 11, 12]. These results directly link a functional alteration of the microbiota, i.e., altered Trp metabolism leading to reduced AhR activity and defective intestinal production of IL-22, to increased colitis susceptibility. We thus questioned the relative impacts of genotype versus “microbiota on colitis susceptibility in a context of CARD9 deficiency.

We show that *Card9* modulates the susceptibility to DSS-induced colitis in both microbiota-dependent and independent manners. Using germ-free models, we proved the direct contribution of *Card9* gene in colitis recovery, through the induction of IL-22, REG3β, and REG3, independently of the microbiota. IL-22, primarily produced by RORγt + lymphocytes, is largely known for its critical roles in intestinal barrier function, and containement of the microbiota, through the induction of antimicrobial peptides including REG3β and REG3γ [16, 17]. REG3β and REG3γ contribute to the spatial segregation of intestinal bacteria and the epithelium [17–19]. Independently of microbiota-related functions, IL-22 is required for efficient mucosal wound healing via the maintenance and proliferation of epithelial stem cells [13, 20]. Similarly, a growing literature points out potential metabolic functions of REG3 proteins, which could act as gut hormones [21].

Interestingly, this direct genetic effect was not overrriden by the microbiota in our model. Indeed, a WT microbiota transplantation in adult GF *Card9*^–/–^ mice was not sufficient to compensate the genetic susceptibility, especially in terms of clinical symptoms of inflammation (weight, DAI, histology) and immune response. This is surprising as, in the other way around, the transplantation of a *Card9*^–/–^ microbiota in WT mice was sufficient to increase colitis susceptibility [8], suggesting a dominant effect of detrimental genotype and microbiota in this model. Thus, the CARD9 protective functions against intestinal inflammation are both direct and microbiota dependent and rely on distinct but cumulative mechanisms.

In addition, we show that *Card9* gene deletion can shape a WT microbiota over time, with impacts on its composition and functions, especially its ability to produce AhR ligands. Indeed, we show that CARD9 modulates the AhR activity of *Lactobacillus* strains, despite the absence of impact on their colonization levels in the colon. It suggests that CARD9-dependent immune response does not reduce the abundance of lactobacilli in vivo but specifically affects their metabolic activity through a yet to determine mechanism, likely related to CARD9-mediated changes in the gastrointestinal tract environment. In a previous study (Lamas et al., 2016), we administrated *Lactobacillus* strains isolated from WT mice to *Card9*^–/–^ mice, and it was sufficient to rescue IL-22 production [8], contrary to the results obtained here. However, the experimental context was different, as mice receiving *Lactobacillus* strains had a complex microbiota [8], versus a simplified microbiota here, which may not recapitulate all the functions essential to rescue IL-22 production. Moreover, in our previous study, *Lactobacillus* strains were administered to mice on a regular basis (three times a week, for 3 weeks) [8]. Thus, even though CARD9 deletion might affect the production of AhR ligands by *Lactobacillus* strains, we rescued this impaired capacity by inoculating fresh metabolically active bacteria every 2–3 days. It is possible that CARD9 deletion shifts the metabolic activity of *Lactobacillus* species on the medium or long term, as for instance 5-week post-weaning here. Altogether, these data support the importance of microbiota functionality beyond taxonomic composition, in both human and mice [22]. Indeed, these results are relevant to humans, as impaired microbial production of AhR ligands is observed in patients with IBD and correlates with an IBD-associated SNP within CARD9 (rs10781499) [8]. Consequently, probiotic strains that naturally produce Trp metabolites, for instance indole derivatives, could represent an interesting supportive therapy in patients with altered microbiota functions [8, 12]. However, our findings demonstrate that it is crucial to better understand the metabolic activity of these microbes in vivo, as they could be administered and properly colonize the colon of patients without conferring any positive effects on susceptibility to inflammation due to an altered metabolism.

Finally, a cross-fostering experiment shows that, even 5 weeks after weaning, the microbiota transmitted from the WT or *Card9*^–/–^ nursing mother (with a similar or a different genotypes than the pups) has a stronger impact on the pups Trp metabolism than has the pups’ own genotype. Nursing mothers transmit their microbiota to the pups, but also their breastmilk, which contains microbiota-derived indoles [23]. The level of indoles is reduced in both serum and feces of *Card9*^–/–^ nursing mothers, it is thus likely reduced in breastmilk, which may contribute to the observed effect in pups. Altogether, these results mean that *Card9* genotype modulates the microbiota metabolic capacity to produce AhR ligands, but this effect can be overridden by the implantation of a “normal” or WT microbiota before weaning. This is particularly interesting as this effect lasts up to 5 weeks after weaning, i.e., at week 9 of age, corresponding to the adulthood in mice. Previous studies showed that the reaction between the immune system and the microbiota, called “weaning reaction,” is required for immune ontology/development [24–26]. Perturbation of the weaning reaction leads to increased susceptibility to immune pathologies later in life [24–26]. Especially, Al Nabhani and coworkers showed that the weaning reaction occurs during a specific time window, and that protection from inflammatory diseases involves microbiota-induced Treg cells [24]. Anti-inflammatory Treg cells prevent the excessive reactivity of the immune system toward intestinal microorganisms, whereas IL-22, REG3β, and REG3γ reinforce the barrier function [17]. Moreover, it is interesting to see that not only immune responses are impacted by the microbiota transmitted before weaning but also feces and serum metabolism.

Owing to their tight relationship, the respective roles of host genetic factors and gut microbiota in IBD pathogenesis cannot be completely distinguished. Dysbiosis is likely both a cause and a consequence of intestinal inflammation. Our results suggest that the altered immune response in the absence of *Card9* has an effect on the microbiota composition and metabolic activity. In turn, the modified microbiota alters Trp catabolite production, affecting the host immune response and amplifying dysbiosis in a vicious cycle that leads to the loss of intestinal homeostasis. To conclude, better understanding of the impact of immune genes on microbiota metabolism is key to develop efficient therapeutic strategies for patients suffering from complex inflammatory disorders. Effort should be provided to elaborate strategies to prevent pathological imprinting early in life (breast-feeding, diet, pre and probiotics), in order to avoid the drift toward susceptibility to inflammatory disorders at a more advanced age, as microbiota perturbations in the pre-weaning period might have powerful longtime effects.

## Materials and methods

### Mice

Card9-deficient mice (*Card9*^−/−^) on the C57BL/6 J background were housed under specific pathogen-free conditions at the Saint-Antoine Research Center. GF C57BL/6 J mice were bred in GF isolators at the CDTA (Transgenese et Archivage Animaux Modèles, CNRS, UPS44). Conventional mice were fed a standard chow diet R03, and GF mice were fed a diet without yeast R04 (SAFE). Animal experiments were performed according to the institutional guidelines approved by the local ethics committee of the French authorities, the “Comité d'Ethique en Experimentation Animale” (COMETHEA), and registered with the following national number C2EA-24.

### Gut microbiota transfer and GF mice colonization

Fresh stool samples from WT or *Card9*^−/−^ mice (8-week-old males) were immediately transferred to an anaerobic chamber and diluted in LYHBHI (brain–heart infusion) medium (BD Difco) supplemented with 1 mg/ml cellobiose, 1 mg/ml maltose, and 0.5 mg/ml cysteine (Sigma-Aldrich). These fecal suspensions were used to inoculate mice. WT and *Card9*^−/−^ GF mice (4- to 5-week-old males) were randomly assigned to two groups and inoculated via oral gavage with 400 μl of fecal suspension (1:100) from the conventional wild-type (WT → GF) or *Card9*^−/−^ (*Card9*^−/−^  → GF) mice and maintained in separate isolators. All colitis induction with DSS in WT → GF and *Card9*^−/−^  → GF mice was performed 3 weeks after inoculation. To investigate how *Card9* gene deletion modulates the microbiota capacity to produce AhR ligands, WT and *Card9*^−/−^ GF mice (4- to 5-week-old males) were colonized with five intestinal bacterial strains. Bacterial suspensions (10^8^–10^9^ colony-forming unit (CFU) in 400 μl) were administered to mice by intragastric gavage. The microorganism population levels were determined weekly in the feces during implantation using culture methods (*E. coli*: MacConkey agar; *Bacteroides thetaiotaomicron*: M17 agar; *Lactobacillus* strains: MRS agar).

### Induction of DSS colitis

To induce colitis, mice were administered drinking water supplemented with 2% (wt./vol.) dextran sulfate sodium (DSS; MP Biomedicals) for 7 days and then unsupplemented water for the next 5 days.

### Cytokine quantification

After filtration through a 70-μm cell strainer (BD Difco) in supplemented RPMI1640 medium (10% heat-inactivated FCS, 2-mM L-glutamine, 50 IU/ml penicillin, 50 μg/ml streptomycin; Sigma-Aldrich), 1 × 10^6^ MLN cells/well were stimulated by 50 ng/ml PMA and 1-μM ionomycin (Sigma-Aldrich) for 48 h (37 °C, 10% CO2). To measure cytokine levels in explants, tissues from the medial colon were rinsed in phosphate-buffered saline (PBS, Gibco). The colonic explants were cultured (37 °C, 10% CO2) overnight in 24-well tissue culture plates (Corning) in 1 ml of complete RPMI1640 medium. ELISAs were performed for IL-10, IL-17A (Mabtech), IL-22 (eBioscience), and IL-6 (R&D Systems). Normalization to the dry weight of each colonic explant was done.

### Lamina propria cell isolation and flow cytometry

Cells from the colon and small intestine lamina propria were isolated, stimulated, and stained as previously described [8] with specified antibodies (Supplemental Table S1). The cells were analyzed using a Gallios flow cytometer (Beckman Coulter) and identified as macrophages (MHCII + F4/80 + CD103 − CD11b + CD11c −), dendritic cells (MHCII + F4/80 − CD103 + / − CD11b − CD11c +), TH17 cells (CD3 + CD4 + CD8α-IL-17 + IL-22 +), TH22 cells (CD3 + CD4 + CD8α-IL-17 − IL-22 +), NKp46 + ILCs (including ILC3 and NK cells; CD3 − CD4 − CD8α-NKp46 +), LTi cells (CD3 − CD4 + NKp46 −), γδ T cells (CD3 + CD4 − CD8α-TCRγδ +), or CD3 − CD4 − CD8α-NKp46 − cells.

### Histology

Colon samples were fixed, embedded in paraffin, and stained with H&E. Slides were scanned and analyzed to determine the histological score as previously described [14].

### Gene expression analysis using quantitative reverse-transcription PCR (qRT-PCR)

Total RNA was isolated from colon samples or cell suspensions using RNeasy Mini Kit (Qiagen) and quantitative RT-PCR performed using SuperScript II Reverse Transcriptase (Life Technologies) and then a Takyon SYBR Green PCR kit (Eurogentec) in a StepOnePlus apparatus (Applied Biosystems) with specific mouse oligonucleotides (Supplemental Table S1). We used the 2 − ΔΔCt quantification method with mouse Gapdh as an endogenous control and the GF WT or WF → GF WT or WT → GF *Card9*^−/−^ group as a calibrator.

### Fecal DNA extraction, bacterial quantification, and AHR activity measurement

Fecal DNA was extracted from the weighted stool samples as previously described [8]. DNA was subjected to qPCR by using TaqMan Gene Expression Assays (Life Technologies) for quantification of all bacterial sequences (see probes and primers for the bacterial 16S rDNA genes in Supplemental Table 1). The CT − ΔΔCt method was used. The expression level of each individual lactobacilli species was expressed relative to “all lactobacilli.” Luciferase assay for AHR activity measurement was performed as previously described [8].

### 16S rDNA gene sequencing and analysis

DNA was isolated from the feces of mice as previously described [8]. Paired-end sequences were analyzed using the *dada2* [27] (v1.24.0) algorithm in the R statistical programming environment (v4.2.0, 2018) to produce amplicon sequence variants (ASVs). Taxonomic assignment was performed using the SILVA reference database [28] (v138.1). Alpha diversity was presented using the Shannon index and number of observed ASVs. Beta diversity was calculated using the binary Jaccard distance and plotted using principal coordinate analyses (PCoA) plots in the *vegan* package (v2.6–2). Groupings were tested using PERMANOVA with 999 permutations and the “adonis” function for each timepoint separately. Differential abundance testing was performed using the linear discriminant analysis with effect size (LEfSe) on proportional (total sum normalized) data, using default settings [29]. Plotting was performed in *ggplot2* (v3.3.6) and *ggpubr* (v0.4.0), using the Wilcoxon rank-sum test. Analysis scripts are available on GitHub (https://github.com/ajlavelle/dyscolic-Figures). Sequences are deposited on sequence read archive (accession number pending).

### Gene expression by microarray analyses

Total RNA was isolated using the protocol described above. RNA integrity was verified using a Bioanalyser2100 with RNA6000 Nano chips (Agilent Technologies). Transcriptional profiling was performed on mouse colon samples using the SurePrint G3 Mouse GE8 × 60 K Microarray kit (design ID: 028005, Agilent Technologies). Cyanine-3 (Cy3)-labeled cRNAs were prepared with 100 ng of total RNA using a One-Color Low Input Quick Amp Labeling kit (Agilent Technologies). The specific activities and cRNA yields were determined by using a NanoDrop ND-1000 (Thermo Fisher Scientific). For each sample, 600 ng of Cy3-labeled cRNA (specific activity > 11.0 pmol Cy3/μg of cRNA) was fragmented at 60 °C for 30 min and hybridized to the microarrays for 17 h at 65 °C in a rotating hybridization oven (Agilent Technologies). After hybridization, the microarrays were washed and then immediately dried. After washing, the slides were scanned using a G2565CA Scanner System (Agilent Technologies) at a resolution of 3 μm and a dynamic range of 20 bits. The resulting TIFF images were analyzed using the Feature Extraction Software v10.7.3.1 (Agilent Technologies) according to the GE1_107_Sep09 protocol. The microarray data were submitted to GEO under accession number.

### Microarray analysis

The R package “agilp” was used to preprocess the raw data. Agilent Feature Extraction software computed a *P*-value for each probe in each array to test whether the scanned signals were significantly higher than the background signal. Probes were considered to be detected if the *P*-value was < 0.05 and if at least 60% of samples per group and under at least one condition. After normalization using quantile normalization, spike-in, positive and negative control probes were removed from the normalized data. For differential expression analysis, we used the limma eBayes test. The Benjamini–Hochberg correction method was used to control the false-discovery rate (FDR). All significant gene lists were annotated for enriched biological functions and pathways using the DAVID platform [30] for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms. Significant canonical pathways had adjusted *P*-values, according to Benjamini’s method, below 0.05. DAVID was performed to test for the biological pathway enrichment of Venn’s elements.

### Cross-fostering experiment

Breeding pairs of conventional WT and *Card9*^*−/−*^ mice were set up simultaneously to obtain synchronized births. Half of the litters were switched to a nursing mother of different genotypes, leaving half of each original litter with their birth mother (WT mothers with half WT and half *Card9*^*−/−*^ pups; *Card9*^*−/−*^ mothers with half WT and half *Card9*^*−/−*^ pups) (see Fig. 5A). Pups were weaned at week 4 and kept in separate cages according to their genotype and nursing mother until week 9.

### Targeted metabolomics

Samples were lyophilized and weighted. The methods have been described previously [31]. Briefly, internal standard (100 µL) and methanol/water (50:50) were added in each samples. Supernatant was collected after an agitation during 30 min at 4 °C and centrifugation. After simultaneous evaporation, each well was resuspended in 100 µL of a methanol/water mixture (1:9). Finally, 5 µL was injected into the LC–MS (XEVO-TQ-XS, Waters®). A Kinetex C18-XB column (1.7 µm × 150 mm × 2.1 mm, temperature 55 °C) associated with a gradient of two mobile phases (phase A: water + 0.5% formic acid; phase B: MeOH + 0.5% formic acid) at a florate of 0.4 mL/min was used. A calibration curve was created by calculating the intensity ratio obtained between each metabolite and its internal standard. These calibration curves were then used to determine the concentrations of each metabolite in patient samples.

### Statistical analyses

GraphPad Prism version 6.0 was used for all analyses using statistical tests specified in figure legends.

### Supplementary Information

**Additional file 1: Supp Figure 1.** Genes included in the Gene Ontology pathways downregulated in the colon of GF *Card9*^-/-^ versus GF WT mice at day 7 of colitis (host defense (GO:0006952), immune response (GO:0006955) and inflammatory response (GO:0006954)), including *Reg3β* and *Il1rl1*.

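The files hold array values for both genes named here. *Reg3b* (the paper's *Reg3β*) was measured at day 7 by probe A_51_P169671 (NM_011036, chromosome 6, 78323323 to 78323382). Its normalized log2 signal was 5.61 ± 2.53 (SD, n = 4) in the arrays labelled GF *Card9*-/- and 4.98 ± 1.71 (SD, n = 4) in those labelled GF WT, and it was well above background on 2 of 4 arrays of each. The log2 difference was 0.63 (standard error 1.37, adjusted p = 0.964), within the spread between arrays (two-sided exact permutation test, p = 0.714). Leaving out single arrays moved the log2 difference between −0.18 (without GF WT replicate 1) and 1.63 (without GF *Card9*-/- replicate 2). It was −0.13 without GF *Card9*-/- replicate 6.

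*Il1rl1* was measured by probe A_51_P339793 (NM_010743, chromosome 1, 40504769 to 40504828). The log2 signal was 8.44 ± 2.63 (SD, n = 4) in the arrays labelled GF *Card9*-/-, well above background on 4 of 4, and 6.20 ± 2.12 (SD, n = 4) in those labelled GF WT, well above background on 2 of 4. The log2 difference of 2.24 (standard error 1.52, adjusted p = 0.913) did not exceed what regrouping the arrays gives (exact permutation p = 0.2). With each array left out in turn, it lay between 1.42 and 3.52. Probe A_55_P2027737 of the same gene gave a log2 difference of 0.94 (standard error 0.54), and its remaining probe was not well above background on any array. Of the 14 genes that the paper names or that serve as controls, 0 were past the threshold at day 7 when adjusted over the list alone and 0 when adjusted over all probes tested.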

**Additional file 2: Supp Figure 2.** (A) Disease activity index (DAI) of DSS-exposed GF *Card9*^-/-^ or GF WT mice colonized with the microbiota of WT or *Card9*^-/-^ mice. For statistical comparisons, † indicates WT ➔ GF WT versus WT ➔ GF *Card9*^-/-^, ‡ indicates *Card9*^-/-^ ➔ GF WT versus *Card9*^-/-^ ➔ GF *Card9*^-/-^ and * indicates WT ➔ GF WT versus *Card9*^-/-^ ➔ GF WT. (B) *Il-22*, *Reg3β* and *Reg3γ* expression by qRT-PCR in total colon tissue of WT ➔ GF WT, WT ➔ GF *Card9*^-/-^ and *Card9*^-/-^ ➔ GF *Card9*^-/-^ mice at day 12, normalized to *Gapdh*. Data are mean ± SEM. *P<0.05, †*P*<0.05, ‡ *P*<0.05, **P<0.01, ‡‡*P*<0.01, ***P<0.001 and †††*P*<0.001 as determined by one way ANOVA and post hoc Tukey test (A) and Mann-Whitney test (B).

**Additional file 3: Supp Figure 3.** LEFse analyses showing taxa (genus level) overrepresented (positive values, right) and underrepresented (negative values, left) in the microbiota of WT ➔ GF WT compared to WT ➔ GF *Card9*^-/-^ mice at day 7 (A) and 21 (B). (C) AHR activity (shown as fold change) of feces of WT ➔ GF WT, *Card9*^-/-^ ➔ GF WT, WT ➔ GF *Card9*^-/-^ and *Card9*^-/-^ ➔ GF *Card9*^-/-^ mice at day 6 and 21. Data are mean ± SEM. *P<0.05 and **P<0.01, as determined by Mann-Whitney test.

**Additional file 4: Supp. Figure 4.** (A) Relative expression of each of the three gavaged *Lactobacillus* strains (*L.* *murinus* CNCM I-5020, *L.* *reuteri* CNCM I-5022 and *L.* *taiwanensis* CNCM I-5019) in feces of GF WT (left) and GF *Card9*^-/-^ mice (right), assessed by qRT-PCR and normalized to "All lactobacilli" quantity at day 24. (B) Percentage of IL-22^+^ cells among all immune cells, γδT cells DN, CD4^+^ ILCs, and NKp46^-^ CD4^-^ ILCs in the colon *lamina* *propria* of GF WT and GF *Card9*^-/-^ mice, at day 0 and 24 after gavage with the three *Lactobacillus* strains. (C) Percentage of IL-17^+^ cells among all cells, γδT cells DN, CD4^+^ ILCs, NKp46^-^ CD4^-^ ILCs, CD4^+^ αβT cells and NKp46^+^ ILCs in the colon *lamina* *propria* of GF WT and GF *Card9*^-/-^ mice, at day 0 and 24 after gavage with the three *Lactobacillus* strains. Data points represent individual mice. Data are mean ± SEM. *P<0.05, **P<0.01, ***P<0.001, as determined by Mann-Whitney test. DN, double negative.

**Additional file 5: Supp Figure 5.** (A) Indole 3 lactic acid concentration in feces of the pups separated according to the nursing mother genotype or the pups' genotype 5 weeks after weaning. Metabolites concentration from the IDO (B) and serotonin (5HT, C) pathways measured in feces or serum of the pups separated according to the nursing mother genotype or the pups' genotype, 5 weeks after weaning. Data points represent individual mice. *P<0.05, as determined by Mann-Whitney test. Trp, tryptophan.

**Additional file 6: Supplemental Table 1.** Antibodies and nucleotides list.

## Data Availability

All data related to this study will be made available to other researchers: GEO for microarray (GSE262585) and SRA for 16s RNA sequences and analysis (PRJNA1092962).

# Supplementary material for: Dissecting the respective roles of microbiota and host genetics in the susceptibility of Card9−/− mice to colitis
**Source:** Microbiome. 2024 Apr 23;12:76. doi: 10.1186/s40168-024-01798-w
**Supplement:** Supplementary file 7 — Additional file 6: Supplemental Table 1. Antibodies and nucleotides list.

**Supplementary table 1**. Antibodies and oligonucleotides list

| **Antibodies** | **Source** |
| --- | --- |
| CD3 (145-2C11) | eBioscience |
| CD4 (L3T4) | BD Difco |
| CD8α (53-6.7) | Biolegend |
| CD11b (M1/70) | eBioscience |
| CD11c (N418) | eBioscience |
| F4/80 (BM8) | eBioscience |
| CD103 (M290) | BD Difco |
| MHC II (M5/114.15.2) | BD Difco |
| TCR-γδ (eBioGL3) | eBioscience |
| NKp46 (29A1.4) | eBioscience |
| IL-17A (TC11-18H10) | BD Difco |
| and IL-22 (IL-22JOP) | eBioscience |
|  |  |
| **Oligonucleotides** | **Sequence** |
| Gapdh (sense) | 5′-AACTTTGGCATTGTGGAAGG-3′ |
| Gapdh (antisense) | 5′-ACACATTGGGGGTAGGAACA-3’ |
| Il17a (sense) | 5′-TTTAACTCCCTTGGCGCAAAA-3′ |
| IL17a (antisense) | 5′-CTTTCCCTCCGCATTGACAC-3′; |
| Il22 (sense) | 5′-CATGCAGGAGGTGGTACCTT-3′ |
| Il22 (antisense) | 5′-CAGACGCAAGCATTTCTCAG-3′; |
| Reg3g (sense) | 5′-TTCCTGTCCTCCATGATCAAAA-3′ |
| Reg3g (antisense) | 5′-CATCCACCTCTGTTGGGTTCA-3 |
| Reg3b (sense) | 5’-ATGCTGCTCTCCTGCCTGATG-3′ |
| Reg3b (antisense) | 5′-CTAATGCGTGCGGAGGGTATATTC-3′ |
| *L. murinus* (sense) | 5’-GCAATGATGCGTAGCCGAAC-3’ |
| *L. murinus* (antisense) | 5’-GCACTTTCTTCTCTAACAACAGGG-3’ |
| *L. taiwanensis* (sense) | 5’-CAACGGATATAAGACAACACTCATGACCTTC-3’ |
| *L. taiwanensis* (antisense) | 5’-GGTAGACCGCGCATTTTCAGAAACC-3’ |
| *L. reuteri* (sense) | 5’-ACCGAGAACACCGCGTTATTT-3’ |
| *L. reuteri* (antisense) | 5’-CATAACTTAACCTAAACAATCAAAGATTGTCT-3’ |
| All Lactobacillus (sense) | 5’-AGCAGTAGGGAATCTTCCA-3’ |
| All Lactobacillus (antisense) | 5’-CACCGCTACACATGGAG-3’ |
|  |  |

How the deposited data were processed for this re-analysis (not part of the article)

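Gene expression was measured with single-color Agilent arrays in colon RNA of germ-free mice, in 8 arrays at day 7 of DSS (4 labelled GF *Card9*-/-, 4 labelled GF WT) and 13 arrays at day 0 (7 labelled GF *Card9*-/-, 6 labelled GF WT). Each array holds 1 sample. The day 7 arrays lie on 6 slides, of which 2 hold both genotypes, and were scanned in 1 session. The day 0 arrays are of another design, lie on 4 slides that each hold both genotypes and were scanned in 2 sessions. The methods name only design 028005. No other experiment of the paper has array values.

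The authors scanned the arrays and extracted spot intensities with Feature Extraction, and the deposited intensity values are linear and not normalized between arrays. The deposited p-value of each spot tests whether the spot equals its background, and it is also small for spots dimmer than the background. The authors also deposited a table per design of log2 values. On every array its rank order is that of the mean over a probe's spots of the median signal without background subtraction (rank correlation 1). Its columns were brought to nearly the same distribution and differ by at most 0.0487 at day 7 and 0.0743 at day 0 when sorted. Control probes are still in that table. The methods name the R package agilp, quantile normalization, detection at p under 0.05 in at least 60% of the samples of a group, removal of control probes, limma and Benjamini-Hochberg adjustment. The paper's text does not name the signal column or a threshold for a gene.

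The values reported here start from the processed signal. It was log2-transformed, quantile normalized over all spots of the arrays of a day, and reduced to non-control spots not marked as outliers. The spots of a probe were averaged. A probe counted as detected or as well above background on an array when at least 50% of its spots did, and it was tested when detected in at least 60% of the arrays of at least 1 genotype with at least 2 values per genotype. This left 44643 of 55681 probes at day 7 and 47410 of 56605 at day 0. A probe was named through the RefSeq record it was designed for where that matches a single gene, and otherwise by the symbol in the files. At day 7, 24260 tested probes were named by RefSeq, 4212 by the files and 16171 had no symbol. At day 0 these were 29032, 10393 and 7985. Positions are those of the deposited annotation on the NCBI37 build.

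Genotypes were compared within each day by limma (lmFit and eBayes) with Benjamini-Hochberg adjustment at 0.05. Differences are always the arrays labelled GF *Card9*-/- minus those labelled GF WT. Whether the difference differs between the days was tested on the 23633 probes that are on both designs and detected at both days, in a joint fit of the 4 groups. Expression at day 7 was not compared with day 0 within a genotype, since the day and the array design cannot be told apart. Gene lists were tested with camera at its preset inter-gene correlation of 0.01 on the brightest probe of each gene, with fry, with camera's estimated correlation and with the exact permutation of the arrays' scores beside it. The 17 lists (302 genes) are host defense, immune response, inflammatory response, IL-22 targets, adipocyte, brown adipocyte, PPAR signaling, smooth muscle, colonocyte, goblet cell, B and plasma cell, T cell, neutrophil, macrophage, mesothelium, pancreas and cell cycle. A small intestine list of 10 genes, 9 of them tested at day 0, was added later for a single array. The members of 7 Reactome sets were tested as another family. Membership in the ontology and KEGG terms of the paper was not at hand, so the enrichment of Fig. 1D was not repeated. Exact permutation tests are two-sided. R 4.3.3, limma 3.58.1, data.table 1.17.8 and statmod 1.5.0 were used, and random draws had seed 1.

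The arrays labelled GF *Card9*-/- replicates 2 and 2.1 were counted as 2 mice unless the SD of their log2 difference was under 50% of the median over the other pairs with the same label. The ratio was 0.939. The genes named are *Card9*, every gene whose colon expression or protein the paper names, *Gapdh* and 2 sex-linked genes, each by its brightest probe (14 genes in all). To these were added the 5 genes with the largest fold change in each direction among the probes past the threshold whose genotypes do not overlap and that have a symbol, for each comparison, and the members of the lists that were past the threshold. This rule, the comparisons, the hand-written lists other than the small intestine list, and most alternatives were set before the data were examined.

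Between 42.2% and 57.1% of the spots of a day 7 array and between 54.5% and 64.9% of those of a day 0 array were well above background, and the number of arrays limits the precision. The alternatives were another normalization between arrays (each array's 75th percentile, or for the comparison of the days 1 quantile normalization over both), another background correction (normexp, offset 50), the authors' table of log2 values, no detection filter or stricter filters, outlier spots kept, slide, scan session or replicate number as a block, a variance model with an intensity trend, array weights, other thresholds, the 2 arrays in question counted as 1 mouse, the mean over a gene's probes, the other list tests, and leaving out each array in turn. The filter that also asks for a signal above background, the scan session block and leaving out the day 0 arrays were added after the data had been seen. So was the limit for list medians given beside some lists, in which every value below the dimmest probe well above background on its array is raised to that level.

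The procedure was tested on simulated arrays. The genotype labels were kept, and each spot was drawn independently around its mean over the arrays, with its own spread within genotypes. A log2 change of 2, up or down, was added to 200 probes brighter than the median probe. The shares recovered thus hold for bright probes with independent noise, and not for dim probes. At day 7, 128 of 200 (64%) were recovered, with 10 other probes called. At day 0, 182 of 200 (91%) were recovered, with 9 others. For the difference between the days, 104 of 129 (80.6%) were recovered, with 22 others. Of 50 random lists, 0 were called on each day. The simulated genes were independent, so this count says nothing about lists of correlated genes. In the day 7 arrays the estimated correlation was between 0.032 (host defense) and 0.946 (pancreas) over the 17 lists. Over the splits of those arrays, a median of 6 lists was past the threshold with camera's preset correlation.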

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

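The tests of chance for the day 0 probes and of sequence linked to *Card9* on chromosome 2 were chosen beforehand, and the tests on exchanged labels, a transcript of the deleted allele, a mislabelled sample, sequence on chromosome 14, a variant under a probe, and pancreas, lymphoid or small intestine tissue and the slide were chosen only after the result was seen. Single arrays were compared with their group by the gap to the nearest other array over the group's range, for the named genes and the list scores. Of 119 groups, 15 had an array that stood apart, where chance gives about 1 in 20. Of these 13 were at day 0, and 9 of the 13 were in the 3 arrays of the slide that holds GF WT day 0 replicate 6.

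At day 0, which the paper's text does not report, the log2 signal of *Card9* was higher by 6.58 in the arrays labelled GF *Card9*-/- than in those labelled GF WT, in 7 of 7 arrays. At day 7 the same direction held, except that the array labelled GF WT replicate 1 had a log2 signal of 7.85 against 2.38 to 2.41 in the other arrays labelled GF WT. A possible explanation is that the genotype labels were exchanged in the deposit. Of the 6 lists that stand for the immune and fat terms of Fig. 1D, 6 had a median above 0 in the day 7 arrays labelled GF *Card9*-/-, which is the direction an exchange would give. All but the brown adipocyte list share genes with other lists, so the count of 6 is not of independent lists. The scores of each of these 6 lists overlapped between the labels, and GF WT replicate 1 would then be out of place in its group, so this stays open. A transcript of the deleted allele that the probes read is another candidate explanation. It would leave arrays of unmodified mice with a *Card9* signal too, and of the arrays labelled GF WT only day 7 replicate 1 had a signal well above background (204 units). At day 0 the signal was 3.70 to 6.85 units in the arrays labelled GF WT, well above background on 0 of 6. If unmodified colon expresses *Card9*, this argues against a transcript of the deleted allele as the whole cause at day 0. The paper describes *Card9* as highly expressed in myeloid cells. That transcript is not excluded, because the level of *Card9* in unmodified germ-free colon is not known independently of the labels. No biological explanation was tested.

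For the *Card9* signal of GF WT day 7 replicate 1, a mislabelled sample may be the cause. Of the probes other than *Card9* at an adjusted p under 0.10 at day 0 (27 probes), 14 were tested at day 7 and 4 set the other day 7 arrays apart by label. On 3 of these 4 the array lay nearer to the arrays labelled GF WT (probes of *Trub2*, *Map3k14* and *Entpd4*), on A_55_P2150452 it lay nearer to those labelled GF *Card9*-/-, with a log2 signal of 5.95, and on 0 of 4 it lay inside the range of those labelled GF *Card9*-/-. A mislabelled sample thus cannot be told apart from a sample of its label, since few probes set the labels apart. The array labelled GF *Card9*-/- day 7 replicate 2.1 also stood apart for *Card9*, at 8.57 against 7.93 to 8.02. No explanation of that gap was tested.

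At day 0, 12 of 47410 probes differed between the genotype labels at an adjusted p under 0.05, 7 higher and 5 lower in the arrays labelled GF *Card9*-/-, and 2769 at an unadjusted p under 0.05, where chance gives 2370. The paper's text reports no array result for day 0. Of 100 splits of the 13 arrays, 3 gave as many probes, the real split included, which excludes chance at the level of 0.05, although another split gave 31. No split (0 of 100) followed the scan sessions. For 217 probes, or 0.458%, the genotypes did not overlap, where chance gives 0.117%. Besides the 2 *Card9* probes, higher probes were of *Map3k14* (log2 1.27, adjusted p = 6.2e-07), *Tnfrsf19* (1.01, adjusted p = 7.0e-06), *Banp* (0.94), *Trub2* (0.75) and *Amd2* (0.41). Lower were 3 probes of *Lrmda* (−3.31, −3.06 and −3.07), *AF366264* (−1.04) and A_55_P2150452 (−1.19). *Amd2* and A_55_P2150452 lie outside the rule for named genes and were chosen after their values were seen. The *Lrmda* probe at −3.06 was not well above background in the arrays labelled GF *Card9*-/- and was at least 2.82-fold lower. Of the 12 probes, 7 were past the threshold under each of 25 alternatives, those of *Card9*, *Map3k14*, *Tnfrsf19*, A_55_P2150452 and 2 of *Lrmda*. *Trub2* was past it under 8, *Amd2* under 9, *AF366264* under 17, *Banp* under 18 and the other *Lrmda* probe under 24 of the 25.

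Some of these differences may come from sequence of another mouse strain around *Card9*, carried along with the deleted allele. Among the 23633 probes on both designs, 37 differed in the same direction at both days at an unadjusted p under 0.05. Of these 21.6% lie on chromosome 2, against 7.87% of all shared probes (Fisher's exact test, p = 0.0071), which this explanation needs. The test counts probes as independent, and probes read on the same arrays are not. Another 13 of the 37 lie on chromosome 14 (35.1%, against 3.77% of all shared probes), which sequence around *Card9* does not explain. For *Map3k14* and *Tnfrsf19*, which differed on 1 probe each, the differences on their other probes well above background on every array went no further than −0.32. A strain variant under the probe could give this, and so could a change in a single transcript. These cannot be told apart, because the arrays hold no sequence.

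In GF WT day 0 replicate 6, *Reg3b* had a log2 signal of 14.62 (other arrays of the group 2.45 to 4.47) and *Reg3g* 11.91 (5.95 to 8.03). The same array stood apart for *Lrmda* (6.91, others 5.78 to 6.17), *Trub2* (6.53, others 5.89 to 6.06), the adipocyte score (1.10, others −0.53 to 0.06) and the PPAR signaling score (0.85, others −0.29 to −0.02). Small intestine in the colon sample is a possible explanation. In this array 3 of 9 small intestine genes were at least 8-fold over the group, *Sis* (log2 6.30 over the group), *Apoa1* (5.76) and *Slc10a2* (4.70), 4 more were higher by less, *Fabp6* (2.81), *Defa24* (2.12), *Alpi* (1.98) and *Fabp2* (1.88), and *Lyz1* (−1.10) and *Lct* (−1.04) were not higher. Of the 9 genes, 7 were well above background on over 50% of the day 0 arrays. Small intestine and a change in the colon itself cannot be told apart, since the most abundant genes of the list have a high level in the other arrays as well.

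On the same slide, GF *Card9*-/- day 0 replicate 5 had an adipocyte score of −2.72 (other arrays −0.18 to 1.6), and GF *Card9*-/- day 0 replicate 6 had a T cell score of 2.09 (others −0.56 to 0.07) and an immune response score of 0.42 (others −0.29 to 0.01). A shift common to the slide is argued against as the cause of the values that stood apart. The adipocyte scores of its 3 arrays lay −2.95, 1.13 and 1.37 from the median of their group, in opposite directions. Of the 8 genes and lists in which an array of the slide stood apart, the 3 arrays lay on the same side of their group's arrays on other slides for 1, *Trub2*. In the smooth muscle list, in which no array stood apart, all 3 were lower (−2.40 to −1.70 from the median of the arrays on other slides, which lay −1.52 to 1.18 from it), and the slide as the cause of that stays open. Lymphoid tissue in the sample of replicate 6 may explain its scores. Its B and plasma cell score, from a list that shares 0 genes with the T cell list, was 2.06, against −1.48 to 0.10 in the other arrays of the group. All T cell genes (10 of 10) and all B and plasma cell genes (11 of 11) were well above background on over 50% of the day 0 arrays, and a difference in the immune cells of the colon itself stays open.

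The pancreas score of GF *Card9*-/- day 0 replicate 7 was 11.07 (other arrays −1.30 to −0.05) and that of GF WT day 0 replicate 2 was −0.36 (others −1.49 to −1.11). In replicate 7, 8 of 8 pancreas genes were at least 8-fold over the group, by log2 5.50 to 14.24, which is consistent with pancreas tissue in the colon sample. In GF WT day 0 replicate 2 it was 1 of 8. Of the 8 genes, 3 were well above background on over 50% of the day 0 arrays.

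The last arrays that stood apart were GF WT day 0 replicate 5 for *Gapdh* (17.83, others 17.72 to 17.75) and GF *Card9*-/- day 0 replicate 7 for *Il1b* (2.80, others 5.12 to 6.56). No explanation of these was tested.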

How the results depend on the processing

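The filter that also asks for a signal above background, the scan session block and the leaving out of day 0 arrays were chosen only after the results had been seen.

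At day 7, the count of 0 probes past the threshold was unchanged under every alternative but 2. It was 987 at an unadjusted p under 0.05 with a fold change of at least 1.5, by the construction of that threshold, and with each array left out in turn it was 0 to 1, the probe without GF WT replicate 1 being that of *Card9*. The lowest adjusted p was 0.312, and over the alternatives it went down to 0.0011 without GF WT replicate 1 and 0.092 without GF WT replicate 6.

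At day 0, where 12 probes were past the threshold, 27 were with normexp background correction (12 of them shared), 27 with the filter on probes well above background in every array of a group (12 shared), 22 with the authors' table of log2 values (11 shared), 27 with the intensity trend and robust variance (12 shared), 26 with array weights (12 shared) and 7 with replicate number as a block (7 shared). A looser threshold gave 29 at an adjusted p under 0.10 and 555 at an unadjusted p under 0.05 with 1.5-fold. Apart from the looser thresholds, the cause was not tested. The percentile normalization also gave 12, of which 10 were shared, with 5 higher and 7 lower in place of 7 and 5. With each array left out in turn the count was 8 to 16. The other alternatives gave between 9 and 13.

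Of the 17 gene lists, 12 were past the threshold at day 7 and 4 at day 0 with camera's preset correlation. With fry, with the correlation estimated per list and by the exact permutation of the scores the counts were 0 at both days. The exact permutation could put a list past the threshold at day 7 only if at least 10 of the 17 lists reached its smallest p of 0.0286, so its count says nothing there, while at day 0 a single list (1) was enough. These tests take the correlation between genes, or the spread between mice, from the data. The other alternatives gave 11 to 14 lists at day 7, which is also the range with each array left out. With each array left out, 1 to 6 lists were past the threshold at day 0, 1 without GF WT replicate 2 and 6 without GF *Card9*-/- replicate 6. The difference between the days counted 0 probes in 13 of 17 alternatives and 0 to 2 with each day 7 array left out. These were A_55_P1979118 without GF WT replicate 4, A_30_P01030698 and *Lockd* without GF WT replicate 5, A_30_P01032635 and *Sat2* without GF WT replicate 6, and A_30_P01021376 without GF *Card9*-/- replicate 2.1.

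The medians of the host defense (0.35), immune response (0.20) and inflammatory response (0.32) lists at day 7 were above 0 under all 22 alternatives. They were no longer past the threshold with fry or the estimated correlation, which leave the medians as they are, nor with the exact permutation, for the reason given above, and the inflammatory response list was also not past it with the filter on probes well above background (median 0.10, adjusted p = 0.074). Over all alternatives the adjusted p of the 3 lists went up to 0.299. With each array left out in turn, the medians were 0.25 to 0.41 for host defense, 0.12 to 0.38 for immune response and 0.067 to 0.38 for inflammatory response, the last no longer past the threshold without GF *Card9*-/- replicate 6.

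With replicate number as a block, which leaves 1 residual degree of freedom at day 7, the medians of these lists were 0.45, 0.62 and 0.35. The median of the colonocyte list reversed to −0.066 (adjusted p = 0.84) and that of the mesothelium list to −0.55 (adjusted p = 0.024). At day 0 the arrays numbered 2, 4 and 6 of both labels share a slide and a scan session, those numbered 1, 3 and 5 share neither, and at day 7 no arrays that share a number (0 of 2 numbers) share a slide. The correlation of the deviations of arrays with the same number from the group means was 0.11 and 0.03 at day 7 and between −0.02 and 0.37 at day 0.

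Of the 26 tests on the genes the paper names, 1 was past the threshold when adjusted over the list alone, *Card9* at day 0. The count was 3 with the percentile normalization (also *Card9* and *Il17a* at day 7), 2 with normexp background correction, 2 with the authors' table and 2 with the replicate block (also *Card9* at day 7), 2 with GF *Card9*-/- replicates 2 and 2.1 as 1 mouse (also *Il6* at day 7), and 1 to 2 with each array left out. At day 7, *Il17a* was well above background on 0 of 8 arrays and *Il6* on 1 of 8. The cause was not tested. Across all lists, 833 comparisons of 34 results with an alternative were made, of which 672 kept the direction and the side of the threshold, 71 were weaker, 25 stronger, 63 changed sign or moved without a call and 2 reversed. For single genes, 318 comparisons of 32 results gave 273, 8, 1, 36 and 0.

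No scaling moved the median over all probes by more than 0.1 on the log2 scale (largest shift −0.058, percentile normalization at day 7). The signal over background limits what can be read for dim genes. At day 7, 4 of the 14 named genes were not well above background on any array, and at day 0 it was 5 of 14.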

Differences from the paper's values

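Of the settings named here, the filter that also asks for a signal above background and the raising of dim values were chosen only after the results had been seen. The paper's text and supplement give no array value to set beside these results, and the differences are in direction and in what is past a threshold.

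The paper states that genes of host defense and of the immune and inflammatory responses were lower in GF *Card9*-/- than in GF WT mice at day 7 (Fig. 1D). In the arrays by their deposited labels, the medians of the 3 lists were 0.35, 0.20 and 0.32 (log2, GF *Card9*-/- minus GF WT), that is higher in the arrays labelled GF *Card9*-/-. The lowest medians over all alternatives, those set before the data were examined and the filter added later, were 0.25, 0.12 and 0.067, so no setting that was run has the paper's direction. Among the Reactome sets, the medians for the immune system, innate immunity, adaptive immunity and cytokine signaling were 0.047, 0.034, 0.038 and 0.11.

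Fig. 1D gives fat cell differentiation, white and brown fat cell differentiation and PPAR signaling as terms of genes higher in GF WT mice. The medians of the adipocyte, brown adipocyte and PPAR signaling lists were 0.78, 0.33 and 0.29, and their lowest values over all alternatives were 0.28, 0.036 and 0.090. With every value below the dimmest probe well above background on its array raised to that level, the brown adipocyte median was 0.028. The Reactome set for transcriptional regulation of adipocyte differentiation had a median of −0.047 (20 of 45 genes higher in the arrays labelled GF *Card9*-/-), not past the threshold.

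The paper calls the lower expression of the host defense, immune and inflammatory gene classes at day 7 significant, from an enrichment of ontology terms that was not repeated. Its methods start that enrichment from lists of significant genes, for which the text names no threshold. The counts of single probes given next are another measure and do not test the enrichment. In limma, 0 of 44643 probes were past an adjusted p of 0.05. The setting with an unadjusted p under 0.05 and a fold change of at least 1.5, set before the data were examined, calls 987 probes, 330 of them lower in the arrays labelled GF *Card9*-/-.

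*Reg3b* and *Il1rl1* are listed in Supp Figure 1 among the genes lower in GF *Card9*-/- mice. Their log2 differences were 0.63 and 2.24. For *Reg3b* the settings without GF WT replicate 1 (−0.18) and without GF *Card9*-/- replicate 6 (−0.13) have the paper's direction. For *Il1rl1* no setting has it (lowest 1.42).

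By qPCR, another assay, the paper reports lower *Il1b* and *Tnf* at day 7 in GF *Card9*-/- mice (Fig. 1F). The log2 differences on the arrays were 0.088 and 0.57, neither past the threshold. The paper's direction is reached for *Il1b* without GF WT replicate 1 (−0.18), without GF *Card9*-/- replicate 4 (−0.15) and without GF *Card9*-/- replicate 6 (−0.041), and for *Tnf* with replicate number as a block (−0.015). For *Reg3g* the paper states by qPCR that expression was induced at days 7 and 12 in GF WT but not in GF *Card9*-/- mice (Fig. 1E), which the arrays cannot show, since the days are on different designs. The log2 difference at day 7 was 0.23, not past the threshold, and it was below 0 with normexp background correction (−0.066), without GF WT replicate 5 (−0.73), without GF *Card9*-/- replicate 2.1 (−0.035) and with replicate number as a block (−1.08).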

Other observations

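The tests of chance for the probes, of fat tissue attached to GF WT samples and of chromosome 2 were chosen beforehand, and the tests of chance for the gene lists, of mesenteric fat, of signal over background, of chromosome 14, of sex and of pancreas tissue at day 7, and the raising of dim values, were chosen only after the result was seen.

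At day 7, the real split of the 8 arrays gave 0 probes past the threshold. All 35 splits gave at least as many, but no split can give fewer than 0, so this count says nothing about chance. The split with the most gave 140 probes. It sets GF WT replicates 1 and 4 and GF *Card9*-/- replicates 2.1 and 4 against the others and so keeps the arrays of each shared slide together. With slide as a random block (correlation 0.128), 0 probes were past the threshold. For the lists past the threshold, 1 of 35 splits gave as many as the real one, which was the real split itself (12 lists, median over splits 6). This excludes chance at the level of 0.05, but by a margin of 1 list, since 2 other splits gave 11. At day 0, 76 of 100 splits gave as many lists as the real split, so chance is not excluded there.

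Fat tissue attached to the GF WT samples was considered for probes lower in GF *Card9*-/- at day 7. It needs a lower adipocyte list in the arrays labelled GF *Card9*-/-, and the median was 0.78, but with 0 probes past the threshold the explanation has nothing to explain and the test decides nothing. For lower immune lists in the same arrays it has nothing to explain either, since the medians were above 0 (largest 0.27 with the adipocyte score as a covariate), and that test decides nothing. Mesenteric fat attached to some samples is a possible explanation for the higher immune lists. With the adipocyte score as a covariate, the smallest median of the 3 lists was 0.18 and each list was still below an unadjusted camera p of 0.05, which argues against fat as the whole cause. With the share of spots well above background as a covariate, the smallest median was 0.27, which argues against a lower signal over background as the whole cause. A difference between the genotypes, exchanged labels and tissue other than colon in some samples stay open, the last not tested for these lists. Pancreas genes were high in GF *Card9*-/- replicates 2.1 and 6 (7 and 8 of 8 at least 8-fold over the group). Without replicate 6 the medians of host defense, immune response and inflammatory response were 0.25, 0.12 and 0.067. Without replicate 2.1 they were not lower (0.41, 0.33 and 0.33).

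Across the 23633 probes on both designs, the genotype difference at day 7 and at day 0 had a Pearson r of 0.15 and a Spearman rho of 0.080. These are across probes, which are not independent replicates. The difference between the days was past the threshold for 0 probes in limma, with a lowest adjusted p of 0.281, and 1688 probes were at an unadjusted p under 0.05, where chance gives 1182. All 100 splits gave at least as many probes (up to 123), but none can give fewer than 0, so this count says nothing about chance.

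Of the probes with an unadjusted p under 0.05 at both days, 37 differed in the same direction and 41 in opposite directions. On chromosome 2 lie 8 of the 37 and 2 of the 41, and within 5 Mb of *Card9*, a distance chosen after the values were seen, 6 of the 37 and 1 of the 41 (0.846% of all shared probes, Fisher's exact test, p = 6.4e-07). These 6 are probes of *Dnlz*, *Adamts13*, *Trub2*, *Coq4*, *Cercam* and *Dolpp1*. They may mark sequence of another mouse strain around *Card9*, for which the share on chromosome 2 (21.6%) was the value that could have come out otherwise. On chromosome 14 lie 13 of the 37 and 0 of the 41 (Fisher's exact test, p = 4.4e-10), which sequence around *Card9* does not explain. They are probes of *Plac9a*, *Tmem254a*, *Tmem254c*, *Slc25a37* and *Entpd4* (2 probes), lower in the arrays labelled GF *Card9*-/-, and of *Ang*, *Ang2*, *Ang3*, *Ang4*, *Cma2*, *Mcpt1* and *Mcpt4*, higher in them. All these genes were chosen after their values were seen. Fisher's test counts probes as independent. Several of these probes lie close together or belong to the same gene, and all were read on the same arrays, so the p-values overstate the evidence. Another region that differs between the colonies and a difference in expression stay open and were not tested.

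At day 0 the *Xist* probe was well above background on 13 of 13 arrays, with a processed signal of 307 to 653 units. Of 13 probes of genes on the Y chromosome, 10 were well above background on no array (0 arrays), 2 on 1 array, and a *Kdm5d* probe on every array. At day 7, *Xist* was well above background on 0 of 8 arrays and 2 of 5 probes of Y genes, those of *Ddx3y* and *Eif2s3y*, on 8 of 8. The labels give male mice at both days. This is consistent with a sex recorded wrongly in the day 0 labels, with 13 arrays in the direction it needs. The sex of the mice then goes with the day, and the difference between the days cannot be told apart from a difference between the sexes.

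Pancreas tissue in colon samples may also explain the pancreas list at day 7. In GF *Card9*-/- day 7 replicate 6, 8 of 8 genes were at least 8-fold over the other arrays of the group and in replicate 2.1 it was 7 of 8, as in GF *Card9*-/- day 0 replicate 7 (8 of 8). At day 7, 5 of the 8 genes were well above background on over 50% of the arrays.

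With camera's preset correlation, 4 lists were past the threshold at day 0. The mesothelium list (median 0.93, 6 of 6 genes higher), the cell cycle list (0.37, 12 of 13) and the pancreas list (2.03, 8 of 8) were higher in the arrays labelled GF *Card9*-/-, and the macrophage list (−0.34, 0 of 13) was lower. With fry, the estimated correlation and the exact permutation it was 0 lists. Without GF WT replicate 2 it was 1 list and without GF *Card9*-/- replicate 6 it was 6. The macrophage list was no longer past the threshold without GF WT replicate 1 (median −0.19), 2 (−0.19) or 4 (−0.15) or without GF *Card9*-/- replicate 7 (−0.20), and the cell cycle list without GF WT replicate 2 (0.22). The pancreas list was not past it without any 1 of the 6 arrays labelled GF WT, nor without GF *Card9*-/- replicate 7 (0.53). The median of the mesothelium list was 0.64 to 1.13, and that list stayed past the threshold. The host defense list had a median of −0.056 and a mean of 0.040. The immune response list had a median of 0.010, with camera's direction downward, and the inflammatory response list a median of −0.039. For the remaining lists the medians were 0.041 (IL-22 targets), 0.0041 (adipocyte, mean −0.056), 0.019 (brown adipocyte, mean −0.028), −0.0028 (PPAR signaling), −0.45 (smooth muscle), 0.051 (colonocyte, with camera's direction downward), 0.10 (goblet cell), −0.17 (B and plasma cell), 0.25 (T cell) and 0.11 (neutrophil, with camera's direction downward). With each array left out in turn, the medians were −0.76 to −0.12 for smooth muscle, −0.64 to 0.23 for the B and plasma cell list, −0.022 to 0.55 for T cells, −0.21 to 0.27 for adipocytes, −0.12 to 0.094 for PPAR signaling and −0.12 to 0.16 for neutrophils. The sign also changed for the host defense, immune response, inflammatory response, brown adipocyte and colonocyte lists. The smooth muscle list was past the threshold without GF WT replicate 5 or 6 or GF *Card9*-/- replicate 1, 2 or 4, the B and plasma cell and PPAR signaling lists without GF *Card9*-/- replicate 6, and the adipocyte list without GF *Card9*-/- replicate 5. With dim values raised to the level of the dimmest probe well above background on the array, the medians were 1.83 for the pancreas, 0.87 for the mesothelium, 0.074 for the adipocyte, 0.069 for the brown adipocyte, 0.024 for the PPAR signaling and 0.071 for the neutrophil list. Among the Reactome sets, extracellular matrix organization had a median of −0.19 (66 of 249 genes higher, adjusted p = 2.8e-08 with the preset correlation, 0.61 with the estimated one and 0.51 with fry). The other 6 sets were not past the threshold.

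Lists overlap. The host defense list shares 16 genes with other lists, the IL-22 targets list 11 of 16, the neutrophil list 9 of 15 and the immune response list 5. The adipocyte list shares 9 of 24 genes with other lists and the PPAR signaling list 9 of 43. For the macrophage list it is 6 of 13, for the inflammatory response list 4 of 40 and for the T cell list 1 of 10. The remaining lists share 0 genes.

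Of the other genes that the paper names, *Il1b* had a log2 difference of 0.088 (standard error 0.41) at day 7, *Tnf* 0.57 (standard error 0.51, well above background on 2 of 4 arrays labelled GF *Card9*-/- and 1 of 4 labelled GF WT), *Reg3g* 0.23 (standard error 0.92) and *Ahr* −0.18. *Gapdh* had 0.045 and *Ddx3y* 0.040. *Il17a*, *Il10*, *Il22* and *Xist* were well above background on 0 of 8 day 7 arrays and *Il6* on 1 of 4 labelled GF *Card9*-/- and 0 of 4 labelled GF WT, so no difference is given for them. The sign of the difference changed with an array left out for *Il1b*, *Reg3g*, *Ddx3y* and *Gapdh*, and with normexp for *Reg3g*. With replicate number as a block it changed for *Ahr* (0.21), *Tnf* (−0.015), *Reg3g* (−1.08) and *Ddx3y* (−0.0096). At day 0 the differences were −0.78 for *Reg3b* (well above background on 3 of 7 and 1 of 6 arrays), −0.37 for *Reg3g*, −0.091 for *Il1b*, 0.12 for *Tnf*, −0.10 for *Il1rl1*, −0.14 for *Ahr* and −0.045 for *Gapdh*, and *Il22* and *Il17a* were well above background on no array (0 of 13). For *Reg3b* and *Reg3g*, GF WT day 0 replicate 6 was at 14.62 and 11.91. The other arrays labelled GF WT were at 2.45 to 4.47 and 5.95 to 8.03. The means of those labelled GF *Card9*-/- were 4.19 and 7.31. Both negative values thus rest on that single array, and no direction is drawn from them. With replicate number as a block the day 0 difference of *Il1b* was 0.31. Of the 12 genes tested at day 0, 1 was past the threshold when adjusted over the list alone and 1 when adjusted over all probes, *Card9* in both. At day 7 the probes of the day 0 genes gave 0.66 and 0.20 for *Trub2*, 0.70 for the *Map3k14* probe of day 0 and 0.092 for another, −1.20 for A_55_P2150452, −0.80 for *Tnfrsf19*, 0.12 and −0.054 for *Banp*, and −0.030, −0.020 and 0.25 for *Amd2*, none past the threshold. No difference is given for the *Lrmda* probe (well above background on 0 of 4 arrays labelled GF *Card9*-/- and 1 of 4 labelled GF WT), another *Tnfrsf19* probe (2 of 4 and 0 of 4) and another *Trub2* probe (0 of 8), since the signal was near background.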
